# Identification of proteins and miRNAs that specifically bind an mRNA in vivo

**DOI:** 10.1038/s41467-019-12050-7

**Published:** 2019-09-16

**Authors:** Kathrin Theil, Koshi Imami, Nikolaus Rajewsky

**Keywords:** Biochemistry, RNA, Biological techniques, Experimental organisms, Mass spectrometry

## Abstract

Understanding regulation of an mRNA requires knowledge of its regulators. However, methods for reliable de-novo identification of proteins binding to a particular RNA are scarce and were thus far only successfully applied to abundant noncoding RNAs in cell culture. Here, we present vIPR, an RNA-protein crosslink, RNA pulldown, and shotgun proteomics approach to identify proteins bound to selected mRNAs in *C. elegans*. Applying vIPR to the germline-specific transcript *gld-1* led to enrichment of known and novel interactors. By comparing enrichment upon *gld-1* and *lin-41* pulldown, we demonstrate that vIPR recovers both common and specific RNA-binding proteins, and we validate DAZ-1 as a specific *gld-1* regulator. Finally, combining vIPR with small RNA sequencing, we recover known and biologically important transcript-specific miRNA interactions, and we identify *miR-84* as a specific interactor of the *gld-1* transcript. We envision that vIPR will provide a platform for investigating RNA in vivo regulation in diverse biological systems.

## Abstract (web summary)

The entire mRNA interactome capture has been established but identification of specific mRNA-binding proteins has been challenging. Here, the authors developed an in vivo RNA–protein crosslinking and RNA pulldown approach and characterized novel interactors of the *C. elegans gld-1* mRNA, including DAZ-1 and *miR-84*.

## Introduction

Throughout their lives, mRNAs are bound by proteins which regulate their biogenesis, transport, stability, localization, and translation. Understanding how an mRNA is regulated requires knowledge of its complement of protein binders. Techniques for mRNA interactome capture allow identification of hundreds of RNA-binding proteins (RBPs) associated with poly(A)+ RNA in diverse biological systems (e.g., ^1–4^), but do not reveal the identity of specific mRNA-protein interactions. While the pool of RNAs bound by one RBP can be assessed by RBP immunoprecipitation (RIP) and crosslinking and immunoprecipitation (CLIP) approaches^5–7^, identifying all proteins bound to one particular RNA remains challenging. Conventional methods rely on genetic tagging of the RNA of interest or retrieval of in vitro-formed RNA-protein interactions (reviewed in ref. ^8^). Recently, also CRISPR-based approaches have been introduced to target native RNA-protein complexes^9,10^. These strategies have proven successful for several selected RNAs, but pose many problems impeding broader application. Constraints applying to one or all three approaches include: (1) not reflecting in vivo regulation, (2) laborious engineering, (3) high non-specific background, (4) non-physiological post-lysis associations of RNAs and proteins, and (5) inefficiency (reviewed in ref. ^8^). To overcome these limitations, additional methods have been developed in the last years. These employ crosslinking of native RNA-protein interactions in intact cells and pulldown of the RNA of interest by oligonucleotide probes under denaturing conditions^11–16^. This strategy enables efficient capture of endogenous transcripts with their native interactors while reducing background. However, these methods were not tested with mRNAs and key challenges remain. The lower the RNA of interest is expressed, the more input material is needed and the higher is the non-specific background from other abundant RNA-protein complexes. Consequently, most studies have focused on highly expressed transcripts thus far. Importantly, all these studies were performed in cell culture, not reflecting temporal and spatial regulation, e.g., interactions occurring in a specific developmental stage or in a specific tissue, altogether not recapitulating in vivo regulation.

Here, we describe vIPR (in vivo Interactions by ulldown of RNA), a method to identify factors binding to selected mRNAs in the complex context of an entire animal. We performed experiments in *C. elegans*. *C. elegans* is readily amenable to in vivo crosslinking of protein-RNA interactions by ultraviolet (UV) light^17–21^, and its germline is a well-established model for the study of post-transcriptional regulation (reviewed in ref. ^22^), with 3′ UTRs rather than promoters determining expression of most genes^23^. Applying vIPR, we not only identify protein binders of two mRNAs expressed in the *C. elegans* germline, but also recover microRNAs (miRNAs) binding differentially to them. Our method is not restricted to mRNAs, but can be applied to any similarly-expressed RNA molecule in *C. elegans*. We anticipate that our method can be extended to application in any organism amenable to in vivo crosslinking, thus shedding light on a multitude of in vivo regulatory mechanisms in diverse biological contexts.

## Results

### Development of vIPR

To enable identification of proteins that interact with specific mRNAs in vivo, we developed vIPR (in vivo Interactions by Pulldown of RNA). vIPR relies on crosslinking of native protein–RNA interactions in live *C. elegans* with subsequent retrieval of the RNA of interest by an array of complementary oligonucleotides (Fig. 1a). To achieve efficient and specific capture of endogenous mRNA–protein complexes from *C. elegans*, we combined, modified, and optimized elements of methods recently applied to capture noncoding RNAs in cell culture (ChIRP-MS^11^; RAP-MS^12^). Compared to these studies, challenges were (1) the reduced crosslinking efficiency in vivo, (2) isolation of the mRNA from a complex mixture of tissues, and (3) the expected lower number of bound proteins due to comparatively short 3′ UTRs and thus limited space for specific protein binding.

**Fig. 1:**
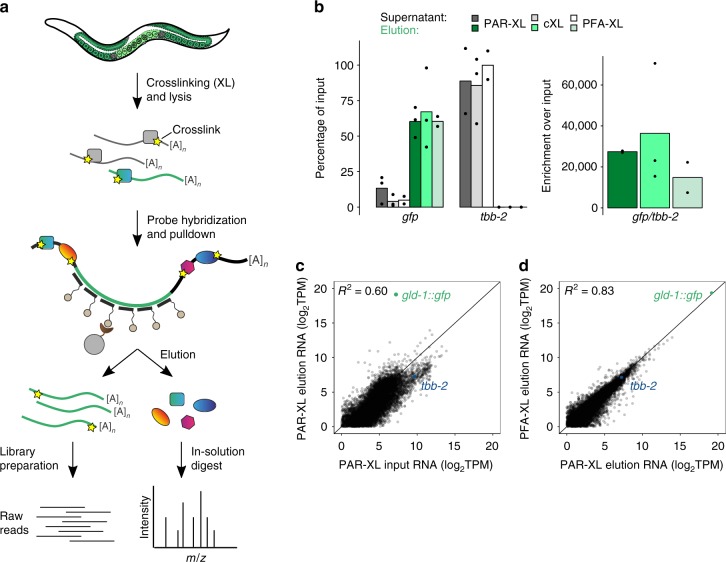
vIPR, an in vivo RNA-protein crosslinking and pulldown approach, efficiently and specifically enriches for RNA of interest. **a** Synchronized *C. elegans* young adults were crosslinked either by UV irradiation (PAR-XL, cXL) or chemically via paraformaldehyde (PFA-XL). After lysis, biotinylated 20 nt long DNA probes (here: complementary to the *gfp* coding sequence (green)) were added to hybridize to the RNA of interest. The probe-target complexes were captured by streptavidin-coated magnetic beads. After selective elution of protein or RNA, samples were subjected to mass spectrometry (LC–MS/MS) for protein identification or RNA sequencing/RT-qPCR for relative RNA quantification. *m*/*z*: mass-to-charge ratio. **b** vIPR leads to efficient and reproducible capture of the *gld-1::gfp* transcript, while *tbb-2*, an mRNA control, is depleted from pulldown elutions. RNA levels were measured from *n* = 3 (PAR-XL), *n* = 3 (cXL), *n* = 2 (PFA-XL) independent pulldown experiments by RT-qPCR, bars represent means. **c** RNA sequencing of input and pulldown elution samples confirms, transcriptome-wide, the specific enrichment of the *gld-1::gfp* transgenic RNA. Gene transcripts detected with a TPM count >1 in both samples are plotted. Input and elution samples are from independent PAR-XL pulldowns. Solid line represents diagonal. **d** RNA sequencing of pulldown elution samples employing either PAR-XL or PFA-XL shows reproducible RNA enrichment. Plotting analogous to **c**. PAR-XL, labeling of worms with 4-thiouridine (4SU) and crosslinking by UV 365 nm irradiation; cXL, crosslinking with UV 254 nm without prior labeling; PFA-XL, crosslinking with paraformaldehyde. TPM, transcripts per million. See Supplementary Data 1 for RNA sequencing transcript counts. Source data are provided as a Source Data file

As a proof-of-concept, we used a transgenic *C. elegans* strain expressing a GFP fusion protein of the RBP GLD-1 at endogenous levels^24^. GLD-1 binds its own transcript at five reproducible binding sites in the 3′ UTR^19^ and thus can serve as a positive control. Additionally, the nearly identical RBPs FBF-1 and FBF-2 (jointly called FBF) have been described to directly bind to *gld-1*^25,26^. To retrieve the *gld-1::gfp* transgenic transcript, we designed probes exclusively tiling the *gfp* coding sequence, reasoning that this would permit straightforward application of the method to any other *gfp* strain. After transcript capture, proteins and RNAs were selectively eluted by nuclease or protease treatment, respectively. Eluted proteins were then identified by quantitative mass spectrometry and RNA was assessed by RT-qPCR or RNA sequencing (Fig. 1a).

### Efficient and specific retrieval of the RNA of interest

To test which crosslinking method allows identification of specifically bound proteins in our in vivo setting, we performed pulldown experiments with three different crosslinking methods. First, we tested chemical crosslinking via paraformaldehyde (PFA-XL). PFA-XL leads to both nucleic acid–protein and protein–protein linkages. Second, we used UV light at 254 nm (cXL) which results in direct crosslinks between RNA and protein only. Third, we employed PAR-XL, labeling of nascent RNA with 4-thiouridine (4SU) and subsequent activation of these modified nucleotides by UV irradiation at 365 nm^19^, likewise yielding only direct RNA–protein interactions.

To assess *gld-1::gfp* pulldown efficiency and specificity, we measured RNA levels in input, supernatant, and elution samples by RT-qPCR. Irrespective of the crosslinking method, we retrieved ~60% of the input RNA (Fig. 1b, left). In contrast, an unrelated control transcript (*tbb-2*) was barely detected in the elution and consistently found not to be depleted from the supernatant. Compared to *tbb-2*, the *gld-1::gfp* transcript was enriched ~20,000-fold in elution samples (Fig. 1b, right).

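RNA of BS1080 worms, a *C. elegans* strain carrying a *gfp*-tagged *gld-1* transgene, was sequenced after direct Trizol extraction from the worms (total RNA) and as the input of a PAR-XL pulldown, taken after lysis. PAR-XL labels nascent RNA with 4SU (3 mM) and crosslinks by UV irradiation at 365 nm (3 J per cm2). The labels describe the total RNA as without crosslinking and do not state whether those worms had 4SU. *C. elegans* ribosomal RNAs were depleted with RNase H in both libraries. The authors pseudo-aligned the single-end reads with kallisto to the *C. elegans* transcriptome (WBcel235, Ensembl release 81), the transgene and the ERCC spike-ins, and deposited the estimated counts and TPM of every transcript. The total RNA library held 21281117 estimated counts and the PAR-XL input 33638221. Here the ribosomal RNAs, 3 entries overlapping them and the spike-ins were removed, TPM were rescaled to 1000000 per library, and transcripts were summed per gene, with the transgene kept apart from endogenous *gld-1*. This left 18574971 estimated counts of total RNA and 26695650.0 of input. Each condition was sequenced in 1 library, so the differences have no replicate check. Confidence intervals (95%) cover counting error only, because reads without molecular identifiers are not independent molecules.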

To test whether the lysis conditions introduce a bias in terms of transcript retrieval, we compared transcript counts from RNA isolated after lysis during vIPR with RNA extracted from worms directly. The *gld-1::gfp* transcript was detected at similar relative counts in both samples (Supplementary Fig. 1a). 

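The *gld-1::gfp* transgene had 148 TPM in total RNA and in the PAR-XL input, a ratio of input to total RNA of 0.999 (95% CI 0.969 to 1.03). Endogenous *gld-1* (WBGene00001595, chromosome I of WBcel235, 7695661 to 7698154, plus strand) fell from 193 TPM in total RNA to 168 TPM in the input. Its ratio was 0.869 (95% CI 0.842 to 0.897). Estimated counts in total RNA were not whole, at 6747.08 for endogenous *gld-1* and 7124.92 for the transgene, as where kallisto divides shared reads. The intervals of these genes leave out any error in that division, so the fall of endogenous *gld-1* is not settled. The control transcript *tbb-2* (WBGene00006537, chromosome III, 4015769 to 4017643, minus strand) rose from 727 to 807 TPM, a ratio of 1.11 (95% CI 1.09 to 1.13). The TPM of the target moved most when transgene and endogenous gene were summed, to 341 in total RNA and 316 in the input.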

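TPM exceeded 1 in total RNA and in the PAR-XL input for 15097 genes. Across these genes, which are not independent replicates, the squared Pearson correlation of log2 TPM was 0.93. Of the genes, 87.7% differed by no more than 2-fold, and the median ratio of input to total RNA was 0.82. The central 90% of genes spanned ratios from 0.40 to 1.35. CPM computed from the estimated counts in place of TPM moved the R2 most, to 0.95. Crosslinking changed together with lysis between these libraries, so the differences cannot be assigned to lysis alone. On the correlation the paper bases its conclusion about the lysis conditions.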

In general, we found a high correlation of transcript counts between the two samples, indicating that pulldown lysis conditions do not significantly alter the relative copy numbers of transcripts (Supplementary Fig. 1a).

We also assessed *gld-1::gfp* enrichment transcriptome-wide by subjecting pulldown input and elution samples to RNA sequencing. 

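The *gld-1::gfp* pulldowns used biotinylated 20 nt DNA probes complementary to *gfp*. The libraries compared were PAR-XL input and elution, PFA-XL elution (2% paraformaldehyde), and cXL input and elution (254 nm, 1 J per cm2, without 4SU). According to the legend of Fig. 1c, the PAR-XL input and elution came from independent pulldowns, and no PFA-XL input was used here. Elutions had received 1 µg of RNA from HEK cells, a human embryonic kidney line, as carrier, and the human transcriptome (GENCODE release 24) was then part of the kallisto index. Inputs were depleted of *C. elegans* ribosomal RNAs. The PAR-XL and PFA-XL elutions were instead treated with a RiboMinus kit and the cXL elution with RNase H against human ribosomal RNAs. The PAR-XL elution held 34608454 estimated counts, the PFA-XL elution 77518684, the cXL input 21474214 and the cXL elution 9601528. Human transcripts took 93.6%, 85.1% and 96.3% of the TPM of the PAR-XL, PFA-XL and cXL elutions. With human RNAs, ribosomal RNAs and spike-ins removed, 3106495 counts remained in the PAR-XL elution, 17484505 in the PFA-XL elution and 858407 in the cXL elution, against 18542857 in the cXL input. At these depths, 3 counts correspond to 0.966, 0.172 and 3.49 CPM in the PAR-XL, PFA-XL and cXL elutions. TPM of each library were rescaled to the same sum, so a target that fills much of an elution lowers the TPM of every other gene in it.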

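In the PAR-XL elution the *gld-1::gfp* transgene reached 583496 TPM, or 58.3% of the re-normalized TPM. This was 3942 times its TPM in the input (95% CI 3871 to 4016). In the cXL elution it reached 651519 TPM, 2996 times the input (95% CI 2941 to 3052), and in the PFA-XL elution 666444 TPM. *tbb-2* fell to 151 TPM in the PAR-XL elution, 142 in the PFA-XL elution and 140 in the cXL elution. Relative to *tbb-2*, the transgene was enriched 21030 times with PAR-XL (95% CI 18707 to 23643) and 19004 times with cXL (95% CI 14968 to 24129), a difference within counting error. CPM in place of TPM moved the enrichment of the transgene most, to 1727 with PAR-XL and 1255 with cXL. Across the 10573 genes with TPM above 1 in both, the R2 of log2 TPM between PAR-XL input and elution was 0.60, and the median gene had an elution over input TPM of 0.545. Between elutions the R2 was higher, at 0.83 for PAR-XL and PFA-XL (9002 genes) and 0.72 for PAR-XL and cXL (7516 genes). The share of genes within 2-fold was 80.1% for PAR-XL and PFA-XL and 68.1% for PAR-XL and cXL. A filter of TPM above 10 moved the R2 of input and elution most, to 0.39. The paper cites these comparisons (Fig. 1c, d; Supplementary Fig. 1b) for its statements on enrichment and on the crosslinking methods.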

We confirmed the specific enrichment of the *gld-1::gfp* mRNA and observed a high correlation between transcript abundances from pulldowns with different crosslinking methods (Fig. 1c, d; Supplementary Fig. 1b). Although ribosomal RNAs were massively depleted compared to input, we observed that absolute levels of the ribosomal 18S RNA were still high and comparable to the levels of *gld-1::gfp* in elution samples (Supplementary Fig. 1c).

To test whether the method can be readily applied to other, and more lowly expressed, *gfp* transcripts, we performed pulldowns in a strain expressing endogenously *gfp*-tagged *lin-41*, yielding similar transcript enrichment (Supplementary Fig. 1d–f). 

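Strain DG3913 carries *gfp* at the endogenous *lin-41* locus (WBGene00003026, chromosome I of WBcel235, 9334850 to 9342496, minus strand). A single cXL input and a single cXL elution with the *gfp* probes were sequenced, and processed like the *gld-1::gfp* libraries, with the *gfp::lin-41* sequence added to the index by the authors. The input held 18110637 estimated counts and the elution 8995424, where human carrier RNA took 90.3% of the TPM. After removal of human and ribosomal RNAs, 15360923 counts remained in the input and 1409107 in the elution, where 3 counts correspond to 2.13 CPM. Untagged *lin-41* had 0 estimated counts in both libraries.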

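In the elution, *gfp::lin-41* reached 575257 TPM, which was 57.5% of the re-normalized TPM and 3931 times its input TPM (95% CI 3857 to 4007). This interval overlapped that of *gld-1::gfp* with PAR-XL and lay above that of *gld-1::gfp* with cXL, an order that depended on the unit. With CPM in place of TPM, *gfp::lin-41* was enriched 1162 times, less than *gld-1::gfp* with either crosslinking method, and with ribosomal RNAs kept 2196 times, less than *gld-1::gfp* with PAR-XL. *tbb-2* fell from 1144 TPM in the input to 255 TPM. Relative to *tbb-2*, *gfp::lin-41* was enriched 17649 times (95% CI 14788 to 21064), an interval overlapping both *gld-1::gfp* pulldowns. Untagged *gld-1*, which the *gfp* probes do not target, had an elution over input TPM of 0.809 (95% CI 0.729 to 0.898). Across the 8342 genes with TPM above 1 in input and elution, the R2 of log2 TPM was 0.67.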

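N2 wild-type worms were crosslinked with cXL, and 1 input library and 1 elution library each for *gld-1*, *lin-41* and *alg-1* were sequenced. The 3 elutions share the input. The input held 13570763 estimated counts, 12227263 of them outside ribosomal RNAs. The *gld-1*, *lin-41* and *alg-1* elutions held 10793309.8, 10711621 and 8933723 counts, of which 3098191, 1476477 and 268787 were left after human and ribosomal RNAs had been removed. In these elutions 3 counts correspond to 0.968, 2.03 and 11.2 CPM. The *alg-1* elution was thus the shallowest of all libraries. In the N2 input *gld-1* had 569 TPM (95% CI 559 to 579), *lin-41* 205 TPM (95% CI 201 to 209) and *alg-1* (WBGene00000105, chromosome X of WBcel235, 13949142 to 13956256, plus strand) 22.0 TPM (95% CI 20.8 to 23.3). Human carrier RNA made up 66.6% of the TPM of the *gld-1* elution, 89.1% of the *lin-41* elution and 96.5% of the *alg-1* elution.

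**Figure D1:**
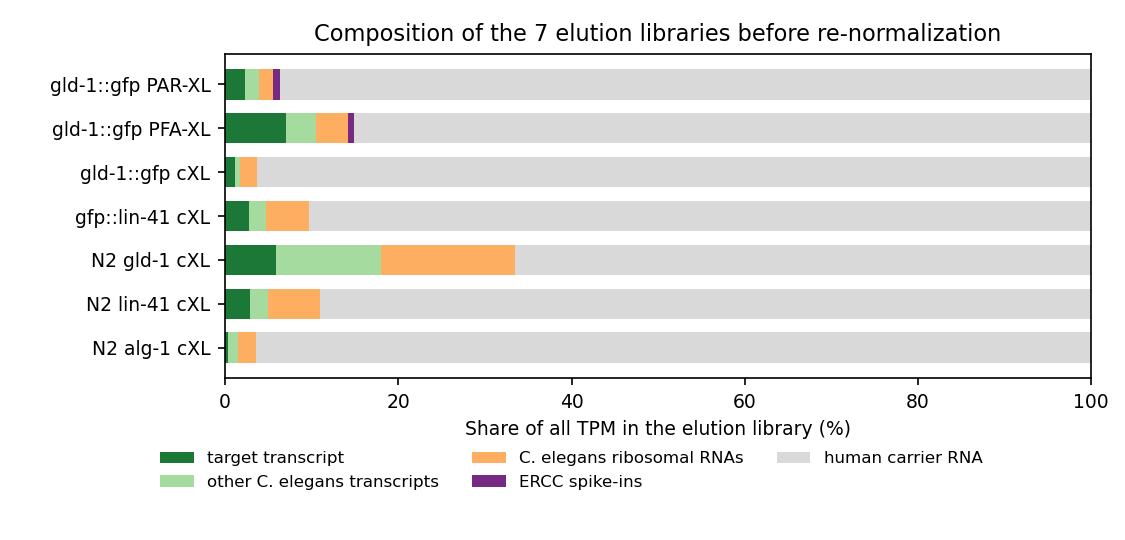
Share of all TPM (%, horizontal axis) taken by the target, other *C. elegans* transcripts, *C. elegans* ribosomal RNAs, ERCC spike-ins and human carrier RNA in each of the 7 elution libraries (1 library per bar), before re-normalization. The target took from 0.318% in the N2 *alg-1* elution to 7.01% in the *gld-1::gfp* PFA-XL elution.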

To further assess whether the method can be extended to target native transcripts of different abundances, we performed pulldowns for three endogenous, untagged transcripts (*gld-1*, *lin-41*, and *alg-1*; Supplementary Fig. 1g), each using 10 transcript-specific probes tiling the entire transcript rather than only the coding sequence (CDS). 

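In the elutions from N2 worms, *gld-1* reached 328079 TPM, *lin-41* 579098 TPM and *alg-1* 210926 TPM, or 32.8%, 57.9% and 21.1% of the re-normalized TPM. Over the shared input, *gld-1* was enriched 577 times (95% CI 567 to 587), *lin-41* 2826 times (95% CI 2770 to 2883) and *alg-1* 9589 times (95% CI 9063 to 10145). The intervals do not overlap, and the enrichment was larger the lower the transcript's TPM in the input. Input TPM is the divisor of this ratio and elution TPM was lowest for *alg-1*. The order alone thus does not show better capture of rarer transcripts. Relative to *tbb-2*, the enrichment was 4639 for *gld-1* (95% CI 4132 to 5208), 13355 for *lin-41* (95% CI 11382 to 15671) and 50242 for *alg-1* (95% CI 36512 to 69135). The last value rests on 39 estimated counts of *tbb-2* in the *alg-1* elution. Across genes with TPM above 1 in input and elution, the R2 of log2 TPM was 0.65 for *gld-1*, 0.63 for *lin-41* and 0.51 for *alg-1*. Recovery of the target RNA was measured by RT-qPCR in the paper and cannot be read from these libraries.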

All pulldowns recovered ~70% of the respective target RNA (Supplementary Fig. 1h), with magnitudes of enrichment similar to the *gld-1::gfp* pulldown (Supplementary Fig. 1i–l). 

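Besides the target, some genes rose over 4-fold from input to elution in every pulldown with an input, counting genes with TPM above 1 in both libraries and at least 10 estimated counts in the elution. There were 87 such genes among 6196 tested for *gld-1::gfp* with PAR-XL, 60 among 2982 for *gld-1::gfp* with cXL and 51 among 3736 for *gfp::lin-41*. For endogenous *gld-1*, *lin-41* and *alg-1* there were 88 among 5795, 83 among 4041 and 94 among 1762. The lower bound of the 95% interval exceeded 4 for 61, 48, 40, 59, 47 and 62 of them, in the same order. With TPM recomputed without the target, the number for *gld-1::gfp* with PAR-XL changed most, to 706. In the pulldowns with *gfp* probes the other genes together took between 4.55% and 6.42% of the elution TPM. They took 6.81% in the endogenous *lin-41* elution, 37.2% in the *gld-1* elution and 38.4% in the *alg-1* elution. With *gfp* probes, *madd-2* (chromosome V, 1223897 to 1235445) was enriched most with PAR-XL, at 155 times (95% CI 144 to 167), and most in the *gfp::lin-41* elution, at 371 times. Y48G1A.1 (chromosome I, 348535 to 357133) led in the *gld-1::gfp* cXL elution at 359 times. T23G11.10, which lies 138 bp from *gld-1*, was among the 3 most enriched with PAR-XL only, and had 0 counts in the *gfp::lin-41* elution. Y75B8A.28 was among the 3 most enriched in the *gld-1::gfp* cXL and *gfp::lin-41* elutions. In the *gld-1* elution the pseudogene WBGene00023039 (chromosome V, 2242196 to 2242772) was enriched 138 times on 3 estimated counts in the input, and *cyp-33C3* (chromosome V, 2242778 to 2244873) 104.6 times. *cpg-1* (chromosome III, 4489359 to 4491396) was enriched 78.7 times there and held 14.2% of the TPM. In the *lin-41* elution *letm-1* (chromosome V, 13661261 to 13664236) was enriched 635 times, followed by *nfyb-1* and WBGene00022211. In the *alg-1* elution *grif-1* (chromosome I, 1978004 to 1983436) was enriched 770 times and held 14.5% of the TPM, followed by *ppm-2* and F08G12.5. The target exceeded the most enriched other gene by a factor of 25.4 for *gld-1::gfp* with PAR-XL, 8.35 with cXL, and 10.6 for *gfp::lin-41*. For endogenous *gld-1*, *lin-41* and *alg-1* the factors were 4.18, 4.45 and 12.5.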

In summary, vIPR enables highly specific and efficient enrichment of an RNA of interest.

### Specific protein enrichment by vIPR with cXL

To compare the three crosslinking methods in terms of protein retrieval, we performed a pilot experiment testing all methods in parallel on the *gld-1::gfp* transcript. We devised a no-target control to assess protein background (Fig. 2a): For each crosslinking method, we performed the same procedure, using the same *gfp*-complementary probes, additionally on wild-type worms, which do not express the RNA of interest. This control accounts for all non-specific protein background resulting from direct binding to probes or beads, and indirect interactions mediated by RNA background.

**Fig. 2:**
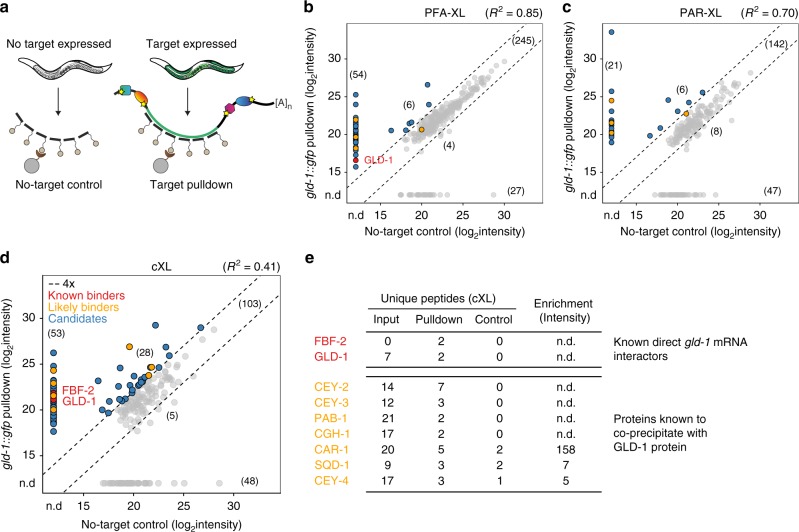
vIPR with cXL specifically enriches for known interactors of *gld-1* mRNA and GLD-1 protein. **a** To control for unspecific background, vIPR is performed in strains expressing and not expressing the *gfp*-tagged RNA of interest in an identical manner. **b**–**d** vIPR of *gld-1::gfp* with PFA-XL (**b**), PAR-XL (**c**), and cXL (**d**). Shown are peptide raw intensities from target pulldowns versus corresponding controls. *R*^2^ was calculated for proteins detected in both samples. Numbers in brackets indicate the protein identifications per category. Blue dots denote interaction candidates; red and orange dots denote known and likely interactors of *gld-1* mRNA (see **e**). n.d., not detected. **e** Proteins described to interact with either *gld-1* mRNA or GLD-1 protein were specifically recovered after pulldown of *gld-1::gfp*. Red indicates known *gld-1* mRNA regulators^19,25,26^, orange indicates proteins that were consistently found to co-precipitate with GLD-1 protein^32,33^. Shown are numbers of unique peptides identified in input, target pulldown and no-target control, as well as specific protein enrichment in pulldown versus no-target control, based on peptide intensities. See also Supplementary Data 2 for detected and enriched proteins

While with all crosslinking methods, many proteins were detected non-specifically in both *gld-1::gfp* and no-target pulldown, vIPR with cXL led to the highest number of specifically enriched proteins in the target pulldown (Fig. 2b–d). To test whether the crosslinking method impacts protein detection, we subjected input samples from pulldowns with different crosslinking methods to mass spectrometry. The peptide intensities were generally comparable between different inputs (Supplementary Fig. 2a) and also reproduced in supernatant samples after pulldown (Supplementary Fig. 2b). Importantly, vIPR with cXL not only yielded the highest number of enriched proteins, but these also included both GLD-1 and FBF, the only *gld-1* regulators for which direct binding has been established to date^19,25,26^. These were absent from the control, and notably, FBF proteins were not detected in the corresponding input sample, suggesting low FBF protein levels and high sensitivity of our approach (Fig. 2e). A number of other proteins were suggested to be involved in post-transcriptional regulation of *gld-1*: The cytoplasmic poly(A) polymerases GLD-2 and GLD-4 have been reported to activate and/or stabilize the *gld-1* mRNA, likely by poly(A) tail extension^27,28^. These enzymes lack RNA-binding domains and are thought to be recruited to their targets by accessory proteins^29^. While GLD-3, RNP-8 and FBF have been found to co-precipitate with one or both enzymes in a complex with *gld-1* mRNA^27,28,30,31^, it is currently unclear which protein(s) mediate the specific RNA contact, and apart from FBF, none of them was detected in our pilot experiment.

Two independent studies reported sets of proteins that co-precipitate with GLD-1 protein^32,33^. Since many of these are known or predicted to bind RNA, it is possible that GLD-1 interacts with them via jointly bound RNA. We thus considered these proteins as additional candidate interactors of the *gld-1* transcript. Interestingly, all proteins (7/7) consistently identified in both studies were enriched in the *gld-1::gfp* cXL pulldown (Fig. 2e). Taken together, identification of known and anticipated binders of the *gld-1* transcript by vIPR with cXL suggests that the method enables discovery of transcript-specific RBPs.

### The *gld-1* mRNA is bound by RBPs that interact functionally

In our pilot experiment, many of the enriched proteins were detected with few peptides only (Fig. 2e). To assess reproducibility of protein enrichment and to identify high-confidence in vivo interactors, we performed triplicate cXL vIPR pulldowns of the *gld-1::gfp* transcript. We employed label-free quantification (LFQ)^34^ to accurately determine peptide intensities and only considered proteins quantified in all three *gld-1::gfp* pulldowns. Of the 273 reproducibly detected proteins, 29 proteins were found >4-fold enriched in all replicates (Supplementary Fig. 3a). We determined significantly enriched proteins (significance cut-off: *p* < 0.01; moderated *t*-test; Benjamini-Hochberg (BH) correction), comparing all target pulldowns with all no-target controls (Fig. 3a). We could reproduce enrichment of most of the previously-identified known or likely binders of the *gld-1* mRNA (red and yellow dots, respectively) and additionally identified further candidates (blue dots).

**Fig. 3:**
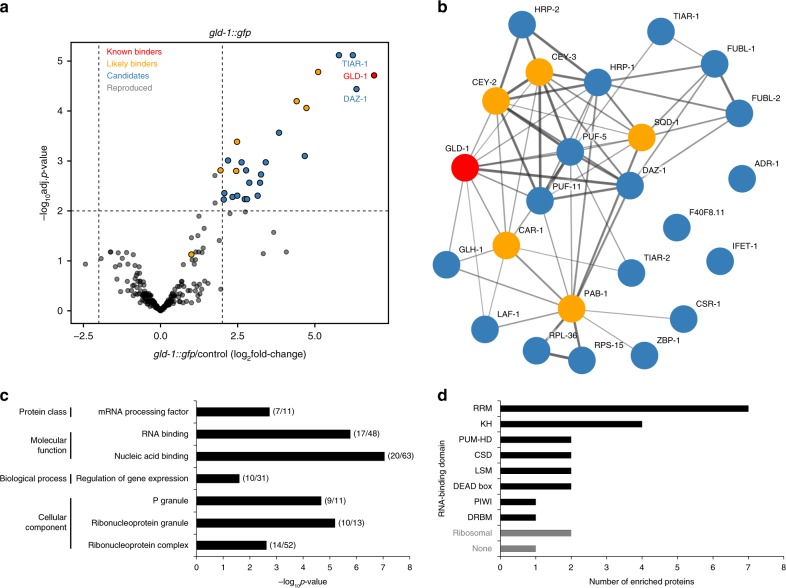
vIPR of *gld-1::gfp* reproducibly enriches for RBPs that are functionally linked. **a** Triplicate vIPR of *gld-1::gfp* identifies proteins that reproducibly enrich versus no-target control. Proteins reproducibly detected: *n* = 273, proteins reproducibly enriched: *n* = 25 (24 endogenous *C. elegans* proteins plus GFP). Mean fold-changes and *p*-values (moderated *t*-test; BH-corrected; Supplementary Data 3) from three independent pulldown experiments are plotted. Significance cut-off: adjusted *p*-value < 0.01, enrichment cut-off: >4-fold. **b** The reproducibly enriched proteins form a functional network. Confidence interaction map generated with string-db.org^35^. Thickness of edges represents degree of confidence of functional linkages. The number of edges is significantly higher than expected, with a *p*-value < 1 × 10^−16^. See also Supplementary Fig. 3b. Colors analogous to **a**. **c** Top over-represented gene ontology (GO) terms of reproducibly enriched proteins. Enrichment cut-off: >3-fold, significance (binomial test) cut-off: Bonferroni-corrected *p*-value < 0.01. Number of analyzed genes – background: 269 proteins with annotated GO terms, and consistently detected in all three *gld-1::gfp* pulldown replicates; test set: 24 enriched proteins (see **a**). Numbers of genes in test and background set per category are given in brackets next to corresponding bars. See also Supplementary Data 4. **d** Most enriched proteins are known or predicted to bind RNA. Given are the numbers of proteins with respective RNA-binding domains according to annotation from uniprot.org (April 2018)

We asked whether the identified proteins are functionally linked and/or share any characteristics, in support of authentic and direct interactors. We performed STRING network analysis^35^ and found that the set of candidate binders contains many more interaction edges than expected by chance (*p*-value < 1 × 10^−16^; Fig. 3b). To exclude that this is a general feature inherent to the pulldown procedure, we also tested sets of the same size randomly drawn from the non-enriched proteins in the pulldown sample. These sets displayed much less high-confidence interactions than the set of candidates (Supplementary Fig. 3b).

We also analyzed gene ontology (GO) terms of the candidates, using all reproducibly detected proteins as the background set. GO terms related to RNA metabolism were highly over-represented in the candidate set (Fig. 3c). Interestingly, many candidates (*n* = 10) were annotated to function in or associate with RNA granules, suggesting a role for these proteins in RNA storage. Crosslinking with cXL is assumed only to capture direct RNA-protein contacts. Consistently, most candidates (21/24) are described or predicted to have RNA-binding activity, with motifs belonging to diverse RNA-binding domain classes (Fig. 3d).

### vIPR allows identification of common and specific binders

Many RBPs are known to be promiscuous binders. We aimed to identify candidates for specific regulation of *gld-1*. To this end, we performed additional vIPR experiments with another mRNA, *gfp::lin-41*. In adult *C. elegans*, *lin-41* is predominantly expressed in the germline, as is *gld-1*. Using the same *gfp-*complementary probes as for *gld-1::gfp*, we performed triplicate pulldowns and reproducibly detected 278 proteins. We found 15 proteins consistently enriched >4-fold (Supplementary Fig. 4a) and 9 proteins that passed our significance cut-off (Supplementary Fig. 4b). We compared transcript expression-adjusted fold-changes of the *gld-1::gfp* interactome with the interactome of *gfp::lin-41*. Many proteins were identified in both pulldowns at similar levels, suggesting factors involved in general mRNA processing or shared regulation of both transcripts. While no proteins were found to be significantly more abundant in *gfp::lin-41* pulldowns (cut-offs: enrichment >4-fold, adjusted *p*-value < 0.01), the *gld-1::gfp* transcript consistently enriched for the proteins GLD-1 and DAZ-1 (Fig. 4a).

**Fig. 4:**
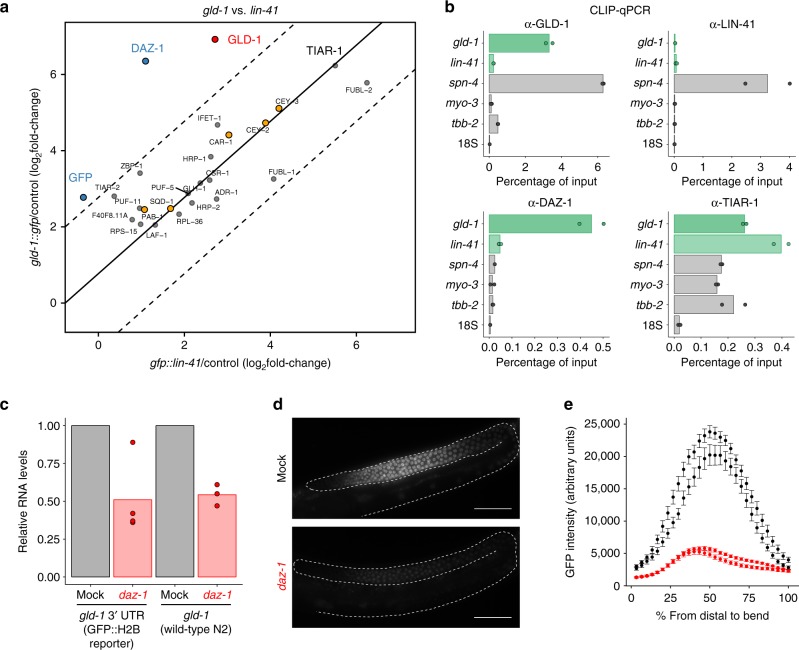
vIPR reveals common and specific RBPs, and identifies DAZ-1 as a *gld-1* regulator. **a** Comparison of protein enrichment from vIPR of the *gld-1::gfp* and *gfp::lin-41* transcripts. Proteins significantly more abundant for one transcript are colored blue (differential binding cut-off: >4-fold, adjusted *p*-value < 0.01, moderated *t*-test; BH-corrected; Supplementary Data 3). Red and yellow indicate known and likely binders of the *gld-1::gfp* transcript, respectively (see Fig. 2e). Solid line demarcates the transcript expression-adjusted diagonal (intercept = log_2_(250 TPM/147 TPM)), dashed lines demarcate the fold-change cut-offs. **b** Crosslinking and immunoprecipitation (CLIP) confirms that DAZ-1 specifically interacts with *gld-1* mRNA, while TIAR-1 binds all tested mRNAs. Experiments were performed with *C. elegans* strains expressing tagged versions of the indicated proteins. GLD-1 and LIN-41 CLIPs were performed as positive and negative controls for *gld-1* binding, respectively. The *spn-4* mRNA is a known germline target of LIN-41^77^ and served to control for the integrity of tagged LIN-41 protein. Control CLIPs in wild-type worms did not enrich for any of the tested transcripts (<0.02% of input detected after CLIP). Experiments were performed with *n* = 2 biological replicates, bars represent means. Green: mRNAs assessed by vIPR. **c** Relative RNA levels of *gld-1* 3′ UTR reporter in transgenic worms, and endogenous *gld-1* in N2 worms after mock and *daz-1* RNAi treatment, measured by Nanostring nCounter and normalized to *tbb-1/tbb-2* levels. Bars represent means, data are from *n* = 4 (*gld-1* reporter) and *n* = 3 (wild-type N2) independent biological replicates. See also raw data in Supplementary Data 5. **d** Representative microscope images of *gld-1* 3′ UTR reporter fluorescence in gonads of transgenic worms upon RNAi treatment. Dashed lines encircle gonads. Scale bar: 50 µm. **e** Quantification of GFP fluorescence along the distal gonad. Plotted are mean GFP intensities for two independent transgenic lines of the *gld-1* 3′ UTR reporter upon mock and *daz-1* RNAi treatment. Number of analyzed gonads – mock: *n* = 24, *n* = 18; *daz-1*: *n* = 35, *n* = 23. Error bars represent SE. Source data are provided as a Source Data file

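In the cXL inputs analysed here, *gld-1::gfp* had 217 TPM (95% CI 213 to 221) and *gfp::lin-41* 146 TPM (95% CI 144 to 149), with 1 library each. The log2 ratio of these TPM was 0.57 (95% CI 0.53 to 0.61, counting error only). The paper's values are 250 TPM and 147 TPM, and its text does not name the library they come from. Transgene and endogenous *gld-1* together had 489 TPM.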

The preferential enrichment of GLD-1 in *gld-1::gfp* pulldowns is consistent with the *gld-1* transcript being one of GLD-1 protein’s top targets, whereas *lin-41* has not been described to be bound by GLD-1^19^. Little is known about the regulation of *lin-41* mRNA except for its interaction with the *let-7* miRNA which is critical for *C. elegans* development^36–39^. We did not detect ALG-1, the miRNA effector protein in *C. elegans*, prompting the question whether the *lin-41* 3′ UTR is efficiently captured. Since we used probes solely annealing to the *gfp* coding sequence, we asked whether the pulldown procedure might deplete for transcript regions not covered by probes, e.g., due to shearing or partial RNA degradation. We compared RNA retrieval for different regions of the *gfp::lin-41* transcript by RT-qPCR. For all regions, ~60–80% of input RNA was recovered, indicating that transcript regions not covered by probes were still efficiently captured (Supplementary Fig. 4c). Taken together, the comparison of *gfp*-tagged *gld-1* and *lin-41* pulldowns suggests that vIPR allows identification of both promiscuous and specific RBPs.

### vIPR of endogenous transcripts

Using transgenic strains together with probes directed against the transgenic sequence provides the advantage of accounting for both general and probe-specific background, and facilitates comparison of binders between transcripts. While CRISPR systems enable facile editing of endogenous loci, insertion of a heterologous sequence bears the risk of losing or gaining interactions by destruction or introduction of regulatory sequences.

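Each endogenous target was also followed through the pulldowns of the others, relative to the N2 input. *gld-1* had an elution over input TPM of 3.67 (95% CI 3.50 to 3.85) with *lin-41* probes and 20.1 (95% CI 19.3 to 20.9) with *alg-1* probes. For *lin-41* the value was 1.81 (95% CI 1.73 to 1.89) with *gld-1* probes and 10.8 (95% CI 10.2 to 11.5) with *alg-1* probes. *alg-1* stood at 0.34 (95% CI 0.261 to 0.442) with *gld-1* probes and 7.19 (95% CI 6.39 to 8.08) with *lin-41* probes. *alg-2* (WBGene00000106, chromosome II, 873176 to 878954), the paralog of *alg-1*, reached 52.6 (95% CI 48.3 to 57.3) with *alg-1* probes and stayed below 1 with the others. *tbb-2* ranged from 0.124 to 0.212. For *lin-41* in the *gld-1* elution, reads carried over between libraries could not be separated from capture, and for *lin-41* in the *alg-1* elution and *alg-1* in the *lin-41* elution a contribution of such reads could not be excluded. For *gld-1*, reads carried over from the *gld-1::gfp* libraries were not tested.

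**Figure D2:**
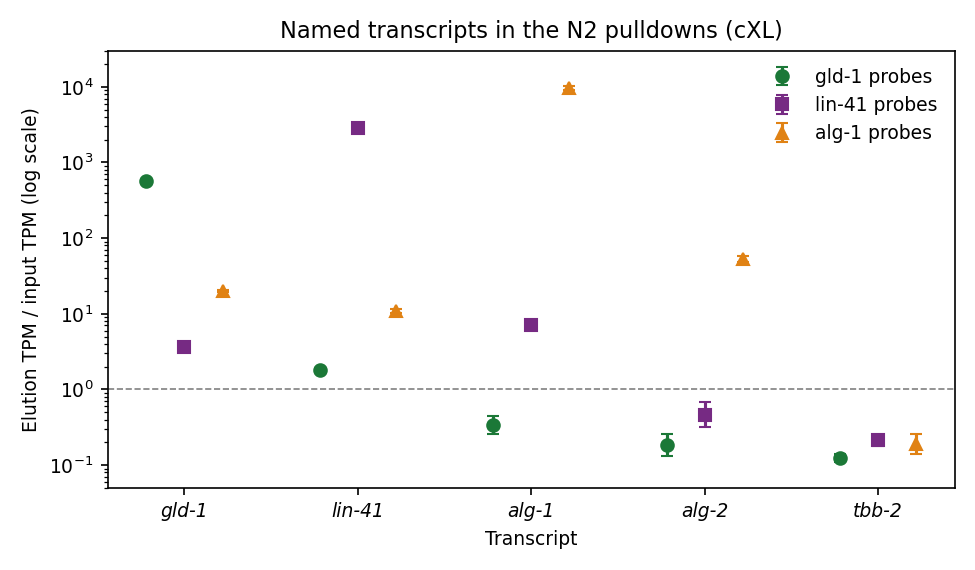
Elution TPM over input TPM (vertical axis, log scale) of 5 transcripts (horizontal axis) in the 3 pulldowns from N2 worms with cXL, 1 library per point, with 95% counting intervals and a dashed line at a ratio of 1. Each target is highest with its own probes, and *alg-2* stands at 52.6 with *alg-1* probes.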

We showed that endogenous transcripts can be captured efficiently and specifically by transcript-specific probes (Supplementary Fig. 1h–l). To compare proteins interacting with endogenous and transgenic transcripts, we performed two pulldowns for the endogenous *gld-1* transcript and one additional vIPR experiment for *gld-1::gfp*. We again controlled for background binding by pulldown with *gfp*-complementary probes in wild-type worms. We found 23 proteins to be consistently enriched >4-fold in all three pulldowns compared to respective controls (Supplementary Fig. 4d), and 17 that passed our significance cut-off (Supplementary Fig. 4e). Of the 24 candidates identified previously for *gld-1::gfp* (Fig. 3a), we reproducibly detected 18 in our new analysis, with 13 again passing our stringent cut-offs (Supplementary Fig. 4e). The reproducible enrichment of proteins in vIPR of both endogenous and transgenic *gld-1* argues against major differences in protein retrieval between transgenic and endogenous, untagged transcripts.

We also performed additional vIPR experiments for *lin-41* and reproducibly identified 5 of the 9 previously identified candidates, with 2 of them passing our stringent cut-offs (Supplementary Fig. 4f). Importantly, all the previously identified candidates were more abundant in the *lin-41* pulldowns compared to the controls. Notably, the two proteins additionally identified as significantly enriched, GLH-1 and H05C05.1, were also found enriched in our previous analysis of *gfp::lin-41*, but did not pass our cut-offs.

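Ranked by TPM among the 20448 protein-coding genes of the index, the transgene counted as a gene of its own, *gld-1::gfp* was number 481 in its cXL input and *gfp::lin-41* number 971. This placed *gld-1::gfp* in the top 2.35% (95% CI 2.31 to 2.41) and *gfp::lin-41* in the top 4.75% (95% CI 4.67 to 4.89). The ranking moved most when only genes with TPM above 1 were kept, to 3.92% and 7.54%.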

Both *gld-1::gfp* and *gfp::lin-41* are amongst the top 15% of protein-coding transcripts (Supplementary Fig. 1d, e). To assess the limits of the applicability of vIPR, we assessed captured proteins of the lowly expressed *alg-1* transcript. 

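In the N2 cXL input *alg-1* ranked 5164 among 20447 protein-coding genes, in the top 25.3% (95% CI 24.5 to 26.0), on 1220 estimated counts. Among protein-coding genes with TPM above 1, it stood in the top 43.8%. The other endogenous targets ranked 230 (*gld-1*, top 1.12%) and 578 (*lin-41*, top 2.83%) in the same library. The proteins captured with *alg-1* were measured by mass spectrometry, which is not analysed here.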

While several of the RBPs identified in previous vIPR experiments were also identified in *alg-1* pulldowns, they did not pass our enrichment cut-offs, and did not separate from other reproducibly-detected proteins with no described RNA-binding activity (Supplementary Fig. 4g).

Taken together, vIPR enables identification of protein interactors of both transgenic and endogenous transcripts. The lack of significantly enriched proteins after *alg-1* pulldown indicates, however, that the method in its current state does not enable reliable discrimination of specific binders from noise for lowly expressed transcripts.

### DAZ-1 binds and regulates the *gld-1* mRNA

To validate the identified interactions for *gld-1* and *lin-41*, we performed independent CLIP-qPCR experiments for two candidates: DAZ-1, an RBP expected to selectively bind *gld-1*, and TIAR-1, a protein expected to bind both *gld-1* and *lin-41* mRNAs. As positive and negative controls, we tested GLD-1 and LIN-41. GLD-1 CLIP confirms the preferential binding of *gld-1* mRNA, whereas CLIP of LIN-41 suggests that it neither binds *gld-1* nor *lin-41* (Fig. 4b). Consistent with the pulldown results, TIAR-1 promiscuously binds to many mRNAs, whereas DAZ-1 preferentially binds *gld-1*.

DAZ-1 homologs have been described to stabilize target transcripts and/or activate their translation^40^. To explore whether DAZ-1 could function similarly in regulation of the *gld-1* transcript, we generated two independent lines of a single-copy *C. elegans* reporter strain, expressing the *gld-1* 3′ UTR fused to the GFP::H2B CDS in the germline. We first compared the levels of both endogenous *gld-1* mRNA and the *gld-1* 3′ UTR reporter between mock and *daz-1* RNAi treatment. Knockdown of *daz-1* resulted in reduction of both endogenous *gld-1* and *gld-1* reporter levels by ~50%, consistent with a role of DAZ-1 in *gld-1* transcript stabilization (Fig. 4c, Supplementary Fig. 4h). To assess spatial reporter protein expression, we recorded GFP fluorescence in worm gonads (Fig. 4d). Quantification of mean GFP intensities along the distal gonad, the area of DAZ-1 expression^41^, revealed a drastic drop in reporter protein levels to <25% upon *daz-1* knockdown (Fig. 4e). This drop exceeds the changes observed on RNA level, supporting the additional suggested function of DAZ-1 as a translational activator^42^. In conclusion, we validated the binding of TIAR-1 to both *gld-1* and *lin-41* and provide evidence that DAZ-1 is a specific positive regulator of *gld-1* expression.

### Transcript-specific enrichment of miRNAs

We did not detect ALG-1, the microRNA effector protein, in any of our vIPR experiments. However, *lin-41* and *alg-1* are well-established miRNA targets^17,18,21,38,39,43^. Transcript-specific miRNAs can in principle be recovered by probe-mediated RNA pulldown^44^. We asked whether vIPR allows, in addition to identification of in vivo protein binders, discovery of transcript-specific miRNAs. To this end, we performed small RNA sequencing on pulldown samples, and compared miRNA counts with corresponding no-target controls.

Importantly, *let-7* was highly enriched in both the endogenous *lin-41* and *gfp::lin-41* pulldowns (Fig. 5a, Supplementary Fig. 5a), consistent with its role as a known binder and crucial regulator of developmental timing^36,38,39^. 

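In the N2 cXL input, *gld-1* was 25.8 times as abundant as *alg-1* (95% CI 24.4 to 27.4) and *lin-41* was 9.31 times as abundant (95% CI 8.78 to 9.89), by TPM in 1 library. On the log2 scale *alg-1* lay 4.69 below *gld-1* and 3.22 below *lin-41*.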

Although the *alg-1* transcript is expressed at much lower levels (Supplementary Fig. 1g), we recovered its interaction with *miR-71* (Fig. 5b), that was shown to reduce ALG-1 levels during aging^17,18,43^.

**Fig. 5:**
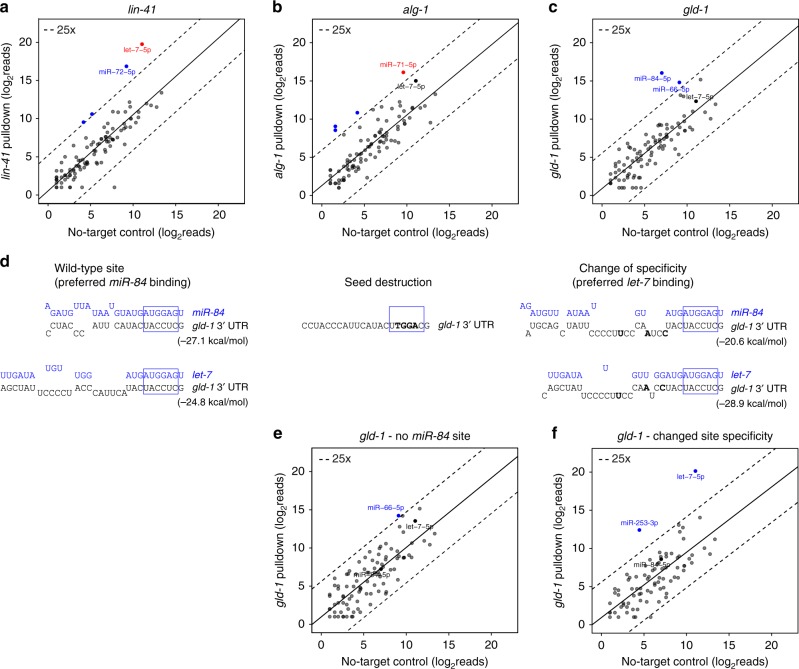
vIPR allows identification of transcript-specific miRNAs. **a–c** vIPR identifies miRNAs that specifically enrich versus no-target control (blue dots) for endogenous *lin-41* (**a**), *alg-1* (**b**), and *gld-1* (**c**) transcripts. Known interactions are colored in red. Plotted are miRNAs found in both target and no-target pulldown. Solid line: linear regression of log_2_-transformed reads. **d** Base-pairing predictions (RNAhybrid^45^; version 2.2) for the *miR-84* and *let-7* miRNAs with the *gld-1* 3′ UTR. Edits introduced by CRISPR to either abrogate *miR-84* binding (seed destruction) or to convert the *miR-84* site into a *let-7* binding site (change of specificity) are shown as bold nucleotides. The blue boxes highlight the miRNA seed. **e** Editing of the *let-7* family seed complement leads to abrogation of *miR-84* binding. **f** Editing of seed-distal bases results in abrogation of *miR-84* binding and enrichment of the *let-7* miRNA upon *gld-1* pulldown. For each target, one replicate of two independent pulldown experiments is shown. See also Supplementary Data 6 for miRNA reads

Performing pulldowns for endogenous and transgenic *gld-1*, we identified *miR-84* to be specifically and highly enriched (Fig. 5c, Supplementary Fig. 5b). Independent evidence for this interaction comes from miRNA:target chimeric reads derived from ALG-1 iCLIP experiments^17^. In additional support, mining of the *gld-1* 3′ UTR for predicted hybrids^45^ with *miR-84* yielded a highly stable structure with a sequence stretch that is consistent with the chimera data (Fig. 5d).

Intriguingly, *let-7* and *miR-84* belong to the same miRNA family and thus share the same seed sequence (Supplementary Fig. 5c). Despite the seed generally being the predominant determinant of a miRNA’s pool of targets, it has been reported that miRNA family members can target specific subsets of transcripts, which depends on differential base pairing outside the seed^17,46^. This has been shown to be particularly prevalent for the *let-7* family^17^. The predicted *miR-84* site in the *gld-1* 3′ UTR exhibits extended seed pairing with both *let-7* and *miR-84* (Fig. 5d). However, pulldown of *gld-1* specifically enriched for *miR-84* (Fig. 5c, Supplementary Fig. 5b). This is consistent with the higher predicted stability of the hybrid and the higher number of retrieved chimeric reads for the *miR-84:gld-1* interaction (Fig. 5d, Supplementary Fig. 5d).

To confirm that *miR-84* binds *gld-1*, we CRISPR-edited four bases in the seed-complementary region of the endogenous locus (Fig. 5d). Abolishing the predicted seed pairing led to loss of *miR-84* enrichment (Fig. 5e). To test whether a switch in site specificity can be recovered by vIPR, we additionally generated a CRISPR-edited strain that harbors three base substitutions outside of the seed-complementary region (Fig. 5d). The edit effectively converted the *miR-84* site to a *let-7* site, with the *gld-1* pulldown now yielding *let-7* as the most enriched miRNA (Fig. 5f).

Taken together, we recovered known and biologically important miRNA:target interactions, and we identified *miR-84* as a specific binder of the *gld-1* transcript. We conclude that vIPR enables differential identification of transcript-specific miRNAs with potential roles in transcript regulation.

## Discussion

The determination of a transcript’s protein-binding repertoire aids in elucidating regulatory mechanisms. However, so far, most studies for de-novo identification of transcript-bound proteins have focused on abundant non-coding or exogenously expressed RNAs and were only applied in cell culture^11–16^. Recently, a tandem purification approach for isolation of mRNA-protein complexes from yeast, *C. elegans*, and human cells has been proposed, but transcript enrichment has been reported to be limited^47^. Here, we present vIPR, a highly specific and sensitive method for de-novo identification of proteins interacting with an mRNA of interest in vivo in *C. elegans*.

Identification of proteins that bind to mRNAs in the context of an entire living animal is impeded by tissue complexity and a higher background of non-specific interactions. Generally, the success of an RNA pulldown experiment crucially depends on (1) the crosslinking efficiency (reduced in *C. elegans*), (2) RNA retrieval specificity and efficiency, (3) the signal-to-noise ratio, (4) sensitivity in mass spectrometry, and (5) stringent controls. We successfully identified interactomes of the *gld-1* and *lin-41* transcripts which are far less abundant than most previously analyzed RNAs and are exclusively or predominantly expressed in one tissue of *C. elegans*, the gonad. We sought to establish a method to find direct RNA binders. Both PAR-XL and cXL have been commonly used to generate covalent linkages between RNAs and directly bound proteins, while PFA-XL also crosslinks indirectly bound proteins. PAR-XL has successfully been applied to recover protein-RNA interactions for three different RBPs in *C. elegans*^18–20^, and enables mapping of RBP binding sites at nucleotide resolution. However, since PAR-XL depends on labeling efficiency and has a stronger nucleotide bias than cXL, and since crosslinking with cXL recovered known and anticipated binders of the *gld-1* transcript in our pilot experiment, we used cXL for all further experiments.

The signal-to-noise ratio is crucial for identification of transcript binders. Mass spectrometry has a limited dynamic range, implying that high amounts of background impede detection of lowly-abundant specific binders. Using vIPR, we achieved strong enrichment of the target RNA (Fig. 1b). Nevertheless, many specifically bound proteins were detected with few peptides only, while non-specific proteins were often detected at much higher peptide counts. This observation emphasizes that stringent controls are required to discriminate specific binders from background.

To control for non-specific binding, we performed vIPR with *gfp*-complementary probes in wild-type worms (no-target control). For ChIRP-MS and RAP-MS, several controls were tested that performed equally well in discriminating specific from non-specific binders^11,12^. In our experiments, choice of the control was crucial. Pulldown without prior crosslinking or pulldown after RNase treatment proved as inappropriate controls, presumably since these do not account for proteins crosslinked to background RNA. RAP-MS of the lncRNA Xist features transcript capture by ~140 90 nt long probes, with subsequent washes at elevated temperature under highly denaturing conditions^12^. The lower stringency of our washes, which is necessary to maintain transcript association of our 10–12 20 nt long probes, may contribute to the observed protein background in our no-target control. However, target RNA enrichment in vIPR experiments was comparable to the enrichment observed with RAP-MS^12^, suggesting that RNA background, and thus RNA-associated protein background, is similar with both approaches.

While performing pulldowns with a no-target control accounts for background inherent to the experimental setup, it does not enable discrimination of proteins binding specifically to the RNA of interest from proteins promiscuously binding to many RNAs without specific regulatory impact. Comparing vIPR of *gld-1::gfp* and *gfp::lin-41*, we indeed found that many proteins bind to both transcripts (Fig. 4a).

Both *gld-1* and *lin-41* are expressed non-uniformly along the germline^48,49^. Common binders may therefore represent regulators of both transcripts in specific stages of germ cell development. But also considering that all mRNAs go through the same initial processing events, the finding of common binders is not surprising. Interestingly, many of the identified candidates are described to at least transiently associate with P granules, dense assemblies of RNAs and proteins in the *C. elegans* germline. Most mRNAs transit through P granules when exported from the nucleus^50^, and it has been proposed that P granules provide an environment to facilitate coordinated RBP-mRNA interactions (reviewed in ref. ^51^). Consistently, *gld-1* mRNA was shown to partly reside in P granules and to depend on P granule localization for interaction with the protein FBF-2^52^.

The reproducibility of enriched binders of both transgenic and endogenous *gld-1* and *lin-41* pulldowns suggest that most enriched binders represent authentic in vivo interactors. However, we likely did not identify all transcript binders. PAR-XL and cXL were shown to recover different RBPs with different efficiencies^3^. Furthermore, some RBP classes, e.g., double-strand RBPs, are under-represented in UV-crosslink-based studies, and the sequence context of an RBP binding site can disfavor crosslinking^53^. The fact that we did not identify the known binder FBF in the *gld-1::gfp* triplicate pulldowns (Fig. 3a), but in all other *gld-1* pulldowns (Fig. 2d, Supplementary Fig. 4e), additionally indicates that further replicates and complementary experiments relying on other crosslinking methods than cXL may be necessary to comprehensively identify all interactors. Especially if interested in complex partners that do not directly bind the RNA of interest, it might be of advantage to use an approach based on PFA-XL. Notably, while many proteins are consistently enriched in the pulldowns of transgenic and endogenous *gld-1*, not all of them pass our defined enrichment and significance cut-offs. Thus, further binders might additionally be retrieved from the set of consistently identified proteins.

We independently validated the specific interaction of DAZ-1 with *gld-1* mRNA, as well as binding of TIAR-1, an RNA granule protein, to both *gld-1* and *lin-41*. Many RBPs regulate their own expression through feedback loops. Likewise, GLD-1 binds its own mRNA (this study;^19,54^). GLD-1 acts as a translational repressor and stabilizes a subset of targets^33,48,55^. We identified DAZ-1 as an additional regulator of the *gld-1* transcript. DAZ-1 is a germline-specific RBP important for oogenesis, and has been suggested to act as a translational activator^41,42,56^. Using a *gld-1* 3′ UTR reporter, we showed that protein expression was strongly downregulated upon *daz-1* knockdown (Fig. 4d, e). We speculate that DAZ-1 works together with GLD-1 to stabilize the *gld-1* transcript while concomitantly ensuring translation.

Applying vIPR, we not only identified protein binders, but additionally detected enriched miRNAs for the *lin-41, alg-1*, and *gld-1* transcripts. The fact that the recovered interactions were independently identified in miRNA:target chimera analyses^17,18^ suggests that they represent authentic in vivo interactions, and not post-lysis associations. Importantly, both the identified interactions of *lin-41* with *let-7* and *alg-1* with *miR-71* play crucial roles in development or aging^37,38,43^, demonstrating that vIPR enables discovery of miRNA:target interactions that are biologically relevant.

Downregulation of *lin-41* by *let-7* in somatic cells ensures proper developmental timing^37,38^. While somatic *lin-41* levels are low in adults, transcript levels are high in germ cells and it was suggested that *let-7* does not regulate *lin-41* in germ cells^49^. We found *let-7* to be enriched in *lin-41* vIPR experiments from young adult worms (Fig. 5a, Supplementary Fig. 5a). With our experimental setup, we cannot distinguish whether this enrichment represents functional interactions of *let-7* with the remaining somatic *lin-41* transcripts, or non-functional interactions within the germline. Investigating transcripts under control of tissue-specific promoters may help to resolve these scenarios.

The *gld-1* transcript is believed to be exclusively expressed in the germline, and we found *miR-84* to be specifically enriched in *gld-1* vIPR experiments. We validated the predicted binding site in the *gld-1* 3′ UTR by CRISPR editing of (1) the seed-complement and (2) bases pairing outside of the seed, both resulting in loss of *miR-84* enrichment (Fig. 5e, f). Further studies will be necessary to explore the consequences of the *miR-84:gld-1* interaction. Of note, the role and impact of miRNA regulation within *C. elegans* germ cells is still largely unclear^57^, and it seems that target repression is at least partly regulated by different mechanisms than in somatic cells^58^. Interestingly, miRNA targeting in the germline results in localization of mRNAs adjacent to perinuclear P granules, and this localization depends on the RNA helicase GLH-1^58^, a protein identified in pulldowns of both *gld-1* and *lin-41*. While we did not find the miRNA effector protein ALG-1, we found several of the proteins co-precipitating with miRNA complexes^58^ enriched in our pulldowns (3/3 germline-specific binders: GLH-1, CAR-1, GLD-1; 6/12 general binders: PAB-1, CGH-1, CEY-2, CEY-3, CEY-4, ZBP-1). Of note, ALG-1 has neither been identified in a recent study assessing the entire *C. elegans* mRNA interactome^4^, although ALG-1 CLIP has been performed successfully, and a large proportion of mRNAs are targeted by miRNAs^17,18,21^. This may be explained by a poor UV-crosslinkability of ALG-1. While a low crosslinking efficiency may suffice to detect crosslinked mRNAs in CLIP experiments, crosslinked RBPs may be missed in RNA pulldown experiments due to the lack of protein amplification methods and hence the lower sensitivity.

In conclusion, vIPR allows identification of both proteins and miRNAs binding to RNAs of interest in live *C. elegans*. We propose that mutation of an RBP binding site with subsequent vIPR may reveal changes in the composition of interacting proteins, thus providing insights into regulatory cascades. Furthermore, we anticipate application of vIPR to unravel differential regulation during development or in different cell types and of distinct transcript isoforms. We focused here on *gfp* transcripts for the ease of probe design and control. However, we demonstrated that endogenous transcripts can be retrieved similarly. vIPR should thus be readily applicable to any other similarly expressed *C. elegans* transcripts and we believe that it can be extended to discover interactions in any other animal or tissue amenable to UV crosslinking.

## Methods

### *C. elegans* maintenance

*C. elegans* strains (Supplementary Table 1) were cultivated using standard procedures. Worms were maintained at 24 °C on *Escherichia coli* OP50-seeded NGM plates^59^. The MosSCI injection strain EG6699 was kept at 16 °C for maintenance. The BS1080 *gld-1* transgenic strain^24^ was a gift from Tim Schedl. All other strains were obtained from the *Caenorhabditis* Genetics Center (CGC) or generated in the course of this study.

### RNA pulldown (vIPR)

Probe design: Probes (3′-biotin-TEG modified 20 nt long DNA antisense oligonucleotides; metabion) tiling the *gfp* CDS or entire endogenous transcripts were designed essentially as described previously^60^. Probes were mixed to obtain a final concentration of 100 μM (8.3 μM each for *gfp* probes; 10 μM each for endogenous probes). Sequences are listed in Supplementary Table 2.

Preparation of worm pellets: Arrested synchronized L1 larvae were generated by bleaching of gravid adult worms and o/n hatching of larvae in M9 (22 mM KH_2_PO_4_, 42 mM Na_2_HPO_4_, 86 mM NaCl, 1 mM MgSO_4_) without food source^59^. Experiments were typically performed with ~500,000 worms. Labeling of worms with the photoreactive nucleoside 4SU (Carbosynth, NT06186; final concentration 3 mM) was done in liquid culture (2000 worms per mL; 1 mL *of E. coli* OP50 with OD 2.3 per 1000 worms) at 24 °C, as described before^19^. Worms were harvested as young adults (typically after ~52–53 h), washed 3× in 0.1 M NaCl, transferred to non-seeded NGM plates and crosslinked in a custom UV Stratalinker 2400 crosslinker at a wavelength of 365 nm (energy: 3 J cm^−2^; ~16 min). For crosslinking methods not requiring labeling, worms were grown on OP50-seeded plates (45,000 worms per 15 mm plate) until reaching young adulthood (typically ~44–45 h). After three washes in 0.1 M NaCl, worms were either transferred to non-seeded NGM plates and crosslinked at a wavelength of 254 nm (Hoefer UV crosslinker UVC 500; energy: 1 J cm^−2^; ~2:45 min) or incubated for 30 min with 2% PFA in M9, with subsequent quenching by 0.1 M Tris–HCl, pH 7.6, and two more washes in 0.1 M NaCl. Worms were pelleted, buffer was removed, and crosslinked worm pellets were frozen in liquid nitrogen. Pellets were kept at −80 °C until processed further.

Worm lysis: After grinding worm pellets with mortar and pestle in liquid nitrogen, worm powder was resuspended in ~7× volume pulldown lysis buffer (50 mM Tris–Cl, pH 7.0, 10 mM EDTA, 1% SDS, 1 mM DTT, 1 mM PMSF, 1 μg mL^−1^ Pepstatin A, 1 tablet Complete EDTA-free Protease Inhibitor (Roche), 0.1 U μL^−1^ RiboLock RNase Inhibitor (Thermo Fisher Scientific)) and incubated for 30 min on ice. During incubation, lysates were passed 4× through a 20 gauge needle and 3× through a 25 gauge needle. For PFA-crosslinked samples, lysates were additionally sonicated (Sonicator HD2070, microtip MS72, Bandelin) with 7 W for 2 min (0.7 s on, 1.3 s off). All lysates were cleared by centrifugation (28,900 × *g*, 4 °C, 30 min), pellets were discarded, and supernatants filtered (0.2 μm Minisart syringe filters, Sartorius). Protein concentrations were determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific), and adjusted with lysis buffer, so that all samples processed simultaneously had the same final concentration (typically 2–3.5 μg μL^−1^). Lysates were diluted by adding 2× volume of pulldown hybridization buffer (750 mM NaCl, 1% SDS, 50 mM Tris–Cl, pH 7.0, 1 mM EDTA, 15% formamide), and input samples were taken for RNA and protein analysis. The pulldown procedure was adapted from the protocol of Chu and colleagues^60^, with modifications.

Preparation of beads and preclearing: For pulldown with subsequent mass spectrometry, lysates were precleared prior to pulldown. MyOne Streptavidin C1 magnetic beads (Thermo Fisher Scientific; 100 μL per 1 mL lysate with protein concentration 2 μg μL^−1^) were washed 3× in 1× original volume lysis buffer, resuspended in 0.5× volume lysis buffer, and added to the lysate. Preclearing was done at 37 °C for 1–2 h under constant rotation. To ensure complete removal of beads from lysates, tubes were placed on a magnet (DynaMag-15, Thermo Fisher Scientific) and lysates were transferred to new tubes twice.

Probe hybridization and capture: Probes (50 pmol per 1 mL lysate with protein concentration 2 μg μL^−1^) were added to lysates and samples were incubated at 37 °C for 2 h or o/n. For probe capture, MyOne C1 beads, prepared as above, were added (100 μL per 50 pmol probes) and samples were incubated for an additional hour at 37 °C. Beads were separated from lysate and supernatant samples were taken. Beads were washed 5× with ~13 mL wash buffer (2× SSC, 0.5% SDS). Finally, beads were resuspended in 1 mL wash buffer and transferred to Protein LoBind tubes (Thermo Fisher Scientific). A 50–100 μL aliquot was used for RNA isolation (DNA LoBind tubes, Thermo Fisher Scientific). Wash buffer was removed via magnet (DynaMag-2, Thermo Fisher Scientific), and beads resuspended in Benzonase elution buffer (10 mM Tris–Cl, pH 7.5, 1 mM MgCl_2_, 1 mM DTT, 0.625 U μL^−1^ Benzonase (Millipore, 71205-3)) for protein elution and Proteinase K buffer (100 mM NaCl, 10 mM Tris–Cl, pH 7.0, 1 mM EDTA, 0.5% SDS, 1 mg mL^−1^ Proteinase K (Roche)) for RNA isolation, respectively.

RNA isolation: Beads, input and supernatant samples were resuspended in 100 μL Proteinase K buffer, and incubated at 50 °C for 45 min, shaking at 1300 rpm. Proteinase K was inactivated by boiling at 95 °C for 10 min. Samples were chilled on ice, and 1 μL GlycoBlue (ThermoFisher Scientific) was added, followed by Trizol RNA isolation (Thermo Fisher Scientific).

Protein elution: Input and supernatant samples (10 μL) were resuspended in 100 μL and beads in 200 μL Benzonase elution buffer. Crosslinked proteins were eluted by incubation at 37 °C for 3 h, shaking at 1300 rpm. Beads were separated from elution via magnet, and elution was transferred to new Protein LoBind tubes. Samples were snap-frozen in liquid nitrogen and kept at −80 °C until processed further.

### Sample preparation for mass spectrometry

For input and supernatant samples, 6–13 μg of protein were used for analysis by mass spectrometry. For pulldown elution samples, we roughly estimated the protein amount to be ~250 ng, based on comparison of peptide intensities of Trypsin and Benzonase in input and elution samples with corresponding total peptide intensities. Proteins were precipitated with ethanol and resuspended in 50 μL of 8 M urea and 0.1 M Tris–HCl, pH 8. Proteins were reduced with 10 mM DTT at room temperature for 30 min and alkylated with 50 mM iodoacetamide at room temperature for 30 min in the dark. Proteins were first digested by LysC (Wako) at a LysC-to-protein ratio of 100:1 at room temperature for 3 h. Then, the sample solution was diluted to a final concentration of 2 M urea with 50 mM ammonium bicarbonate. Trypsin (Promega) digestion was performed at a trypsin-to-protein ratio of 100:1 under constant agitation at room temperature for 16 h. Digestion was stopped and pH adjusted to <3.0 with TFA. Peptides were desalted with SCX (strong cation chromatography) and C18 Stage Tips^61^ prior to nanoLC–MS/MS analysis.

### NanoLC–MS/MS analysis

Reversed-phase liquid chromatography (rpHPLC) was performed employing an EASY nLC II (Thermo Fisher Scientific) using self-made fritless C18 microcolumns (^62^; 75 μm ID packed with ReproSil-Pur C18-AQ 3-μm or 1.9-μm resin, Dr. Maisch) connected on-line to the electrospray ion source (Proxeon) of a Q Exactive plus or a Q Exactive HF-X mass spectrometer (Thermo Fisher Scientific). Peptide samples were eluted at a flow rate of 250 nL min^−1^ with a 5–48% acetonitrile gradient in 0.1% formic acid over 2 h. Settings for MS analysis for Q Exactive Plus were as follows: one full scan (resolution 70,000; *m*/*z* 300–1700) followed by top 10 MS/MS scans using higher-energy collisional dissociation (HCD) (min. signal required, 21,000; isolation width, 2 *m*/*z*; normalized collision energy, 26). Settings for MS analysis for Q Exactive HF-X were: one full scan (resolution 60,000; *m*/*z* 350–1800) followed by top 20 MS/MS scans using HCD (min. signal required, 21,000; isolation width, 1.3 *m*/*z*; normalized collision energy, 26). Ions with an unassigned charge state and singly charged ions were rejected. Former target ions selected for MS/MS were dynamically excluded for 30 s.

### CLIP-qPCR

CLIP-qPCR was performed to validate candidate interactors identified with vIPR. For reproducible and efficient immunoprecipitation, we used transgenic *C. elegans* strains expressing GFP-tagged proteins, together with α-GFP Trap_A beads (chromotek, gta-20). Worms (typically ~25,000) were synchronized and grown until reaching young adulthood. After harvesting, worms were washed 3× with 0.1 M NaCl. Worms were transferred to non-seeded NGM plates, crosslinked at 254 nm (energy: 1 J cm^−2^), pelleted, and snap-frozen in liquid nitrogen. Pellets were kept at −80 °C until processed further. For the CLIP experiment, worm pellets were resuspended in 1 mL NP-40 lysis buffer (50 mM HEPES, pH 7.4, 150 mM KCl, 0.5% (v/v) NP-40, 2 mM EDTA, 0.5 mM DTT, Complete mini EDTA-free Protease Inhibitor (Roche), 1 µg mL^−1^ Pepstatin, 1 mM PMSF, 0.1 U µL^−1^ RiboLock RNase Inhibitor (Thermo Fisher Scientific)) and homogenized with SiLibeads (Sigmund Lindner) in a tissue lyzer (precellys 24 homogenizer, Bertin Technologies; (6000 rpm, 2 × 10 s). Lysates were incubated on ice for 20–30 min, passed 10× through a 20 gauge needle, cleared by centrifugation (~16,100 × *g*, 4 °C, 20 min), and filtered (0.2 µm Minisart syringe filters, Sartorius). After taking input samples, lysates were added to previously equilibrated α-GFP Trap_A beads (25 µL bead slurry per sample) for immunoprecipitation (90 min at 4 °C). After collection by centrifugation, beads were washed 4× with NP-40 lysis buffer and 2× with high-salt IP wash buffer (50 mM HEPES, pH 7.4, 300 mM KCl, 0.05% (v/v) NP-40, 2 mM EDTA, 0.5 mM DTT, Complete mini EDTA-free Protease Inhibitor, 1 µg mL^−1^ Pepstatin, 1 mM PMSF). Beads and input samples were resuspended in 100 μL Proteinase K buffer (100 mM NaCl, 10 mM Tris–Cl, pH 7.0, 1 mM EDTA, 0.5% SDS, 1 mg mL^−1^ Proteinase K (Roche)), and incubated at 50 °C for 45 min, shaking at 1300 rpm. Proteinase K was inactivated by boiling at 95 °C for 10 min. Samples were chilled on ice, and 1 μL GlycoBlue (ThermoFisher Scientific) was added, followed by Trizol RNA isolation (Thermo Fisher Scientific).

### RT-qPCR

For quantification of RNA levels by qPCR, 1 µg of HEK RNA was added to samples prior to RNA isolation. Extracted RNA was RQ1 DNase-treated (Promega), and cDNA was generated with random hexamer primers, dNTPs and Maxima H Minus Reverse Transcriptase (Thermo Fisher Scientific). qPCRs were performed with Maxima SYBR Green/ROX qPCR Master Mix (Thermo Fisher Scientific) and 1/5 dilutions of cDNA as template. Oligonucleotides used for qPCRs are listed in Supplementary Table 3.

### Total RNA library preparation and sequencing

To extract total RNA from worms, worms were washed in 0.1 M NaCl, resuspended in 1 mL Trizol reagent (Thermo Fisher Scientific), and homogenized with SiLibeads (Sigmund Lindner) in a tissue lyzer (precellys 24 homogenizer, Bertin Technologies; 6000 rpm, 2 × 10 s), followed by RNA extraction according to the Trizol protocol. Pulldown elution samples for RNA sequencing were supplemented with 1 μg HEK RNA before RNA isolation to enhance the efficiency and reproducibility of RNA precipitation. Additionally, samples from PAR-XL and PFA-XL pulldowns contained ERCC RNA Spike-In Mix 1 (Thermo Fisher Scientific, 4456740). After Trizol RNA isolation, ribosomal RNAs were depleted by one of the methods described below.

rRNA depletion by RNase H treatment: Ribosomal RNA depletion with RNase H was essentially performed as described by Adiconis et al.^63^. Briefly, 500 ng RNA were mixed with 500 ng ribosomal RNA-complementary DNA oligonucleotides (for input samples: *C. elegans* ribosomal RNAs; for elutions samples: human ribosomal RNAs) in hybridization buffer (0.2 M NaCl, 0.1 M Tris–HCl, pH 7.6), heated at 95 °C for 2 min and cooled to 45 °C at a rate of −0.1 °C s^−1^ for specific annealing of oligonucleotides to ribosomal RNA. Samples were supplied with an equal volume of RNase H buffer (1 μL Hybridase RNase H (Lucigen) per 500 ng RNA, 0.2 M NaCl, 0.1 M Tris–HCl, pH 7.6, 40 mM MgCl_2_), mixed and incubated for additional 30 min at 45 °C for ribosomal RNA depletion. RNA was extracted with Agencourt RNAClean XP beads (Beckman Coulter) and TURBO DNase-treated (Thermo Fisher Scientific) for 30 min at 37 °C to remove DNA oligonucleotides. Reaction was stopped by addition of EDTA to a final concentration of 15 mM and incubation at 75 °C for 10 min. RNA was purified a second time by RNAClean XP beads and resuspended in 19.5 μL of Elute, Prime, Fragment Mix from the TruSeq RNA library prep kit v2 (Illumina).

rRNA depletion with RiboMinus kit: Elution RNA of PAR-XL and PFA-XL pulldowns was TURBO DNase-treated for 30 min at 37 °C. Reaction was stopped by addition of EDTA to a final concentration of 15 mM and incubation at 75 °C for 10 min. RNA was purified by RNAClean XP beads, and ribosomal RNA depletion performed with the RiboMinus eukaryote probe mix v2 (Thermo Fisher Scientific), according to the manufacturer’s protocol. After depletion, RNA was ethanol-precipitated (o/n), and resuspended in 19.5 μL Elute, Prime, Fragment Mix from the TruSeq RNA library prep kit v2.

Library preparation and sequencing: All samples were subjected to fragmentation, reverse transcription and adapter ligation, as described in the TruSeq RNA sample preparation v2 guide. By means of a pilot qPCR with 1/10th of generated libraries and library- and adapter-specific primers, the optimal Ct for library amplification was determined. Library quality, quantity and average fragment sizes were assessed by Bioanalyzer 2100 (DNA 1000 kit, Agilent) and Qubit (Thermo Fisher Scientific). Samples were sequenced in 1 × 76 run mode on a NextSeq 500 system (Illumina) or 1 × 51 run mode on a HiSeq 4000 system (Illumina).

### Small RNA library preparation and sequencing

RNA from target and no-target pulldowns was extracted with Trizol reagent, after addition of 1 µL GlycoBlue (Thermo Fisher Scientific). RNA was RQ1 DNase-treated (Promega), and purified with Roti-Aqua-PCI (Carl Roth), followed by ethanol precipitation. RNA was resuspended in 8.5 µL H_2_O, and 7 µL were used for library preparation with the SMARTer smRNA-Seq Kit for Illumina (Clontech). After PCR purification, the library concentration was measured with Qubit (Thermo Fisher Scientific) and size distribution was checked by Bioanalyzer (DNA HS chip, Agilent). The libraries were size-separated via BluePippin (sage science; 3% gel, marker Q2), according to the SMARTer smRNA-Seq Kit protocol. Size-selected libraries were again analyzed by Bioanalyzer (HS DNA chip). Equimolar amounts of libraries were pooled and loaded onto a NextSeq 500 (Illumina) in 1 × 76 run mode or a HiSeq 4000 (Illumina) in 1 × 51 run mode.

### Reporter cloning and generation of transgenic lines

The reporter construct was generated by conventional restriction-ligation cloning, as described before^64^. The final construct contained the *gld-1* promoter and 5′ UTR, the GFP::H2B CDS, and the *gld-1* 3′ UTR within the backbone of the vector pCFJ151. The transgenic strains were generated by the MosSCI technique^65,66^, resulting in single-copy insertion of the transgene at a defined locus on chromosome II of the *C. elegans* genome. Oligonucleotides used for construct cloning are listed in Supplementary Table 4.

### RNA interference

Worms were synchronized by bleaching, and seeded on RNAi feeding plates^59^. Mock (L4440 empty vector) and *daz-1* (sequence name in library: F56D1.5) RNAi clones were obtained from the Ahringer library. Per well in a 6-well plate, 400 L1 animals were seeded. For analysis of RNA levels, young adult worms were harvested after growth at 24 °C for 45 h, washed in 0.1 M NaCl, and resuspended in 500 µL Trizol reagent (Thermo Fisher Scientific). After homogenization with SiLibeads (Sigmund Lindner) in a tissue lyzer (precellys 24 homogenizer, Bertin Technologies; 6000 rpm, 2 × 10 s), insoluble material was pelleted by centrifugation for 5 min at 16,100 × *g*. From the supernatant, 350 µL were used for RNA isolation by means of the Direct-zol kit (Zymo Research), which includes a DNase digestion step. Of the purified RNA, 100 ng were used as input for amplification-free RNA quantification by the Nanostring nCounter gene expression assay using a 72-multiplex custom Nanostring Gene Expression code set on a nCounter SPRINT profiler (Nanostring Technologies) following the manufacturer’s instructions. Raw counts were normalized to the internal positive controls and to two reference genes (*tbb-1*, *tbb-2*), using the nSolver 4.0 software (Supplementary Data 5). Imaging of reporter GFP expression upon RNAi was done in a time window between 45 and 50 h after seeding, and is described below.

### Imaging and quantification of fluorescence

Young adult worms were mounted by picking clean worms into a drop of 1 mM levamisole in M9 (22 mM KH_2_PO_4_, 42 mM Na_2_HPO_4_, 86 mM NaCl, 1 mM MgSO_4_) on a 2% agarose pad. Pictures of GFP expression in gonads were taken on an inverted fluorescence microscope (BZ-X710, Keyence) with a 40× objective (Plan Apo λ 40×/0.95; gain disabled; 2 × 2 binning). All gonads were monitored using the same exposure time (1/7.5 s). Pictures were processed and analyzed using ImageJ in an identical manner. Germline GFP fluorescence was quantified by measuring pixel intensity profiles with ImageJ along a segmented line (thickness: 35) from the distal tip to the bend of each gonad arm as described previously^54,64^. Background mean gray values were subtracted, and values were binned into 30 bins. Averages and standard error of the mean (SEM) were calculated for all gonads analyzed per condition and independent reporter line. Quantification was restricted to distal gonads as absence of DAZ-1 leads to meiosis arrest of oogenic germ cells at the pachytene stage^56^.

### Genome editing

Genome editing for destruction and conversion of the *miR-84* binding site in the *gld-1* 3′ UTR was essentially performed as described by Paix and colleagues^67^. The tracrRNA (42.5 µM; Alt-R® CRISPR-Cas9 tracrRNA, IDT) was pre-annealed with the target crRNA (30 µM; Alt-R® CRISPR-Cas9 crRNA, IDT) and the *dpy-10* crRNA (12 µM; Ce.Cas9.DPY-10.1.AQ, Alt-R^®^ CRISPR-Cas9 crRNA, IDT) by incubation at 95 °C for 5 min and cooling to 25 °C at a rate of −0.1 °C s^−1^. Recombinant Cas9 protein (9 µg) was mixed with the pre-annealed RNA, the target repair ssODN (760 nM; Ultramer DNA Oligo, IDT) and the *dpy-10* ssODN (440 nM; Ultramer DNA Oligo, IDT) in a solution containing 150 mM KCl and 7.5 mM HEPES, pH 7.4 (final volume 10 µL). The mix was injected into gonads of adult wild-type N2 worms. Sequences of oligonucleotides used for CRISPR are listed in Supplementary Table 5.

### RNA mapping and quantification

After de-multiplexing (bcl2fastq Conversion Software v2.17.1.14, Illumina), sequencing reads were pseudo-aligned with kallisto (^68^; version: 0.43.1; parameters: reads = single end, bootstraps = 100) to the *C. elegans* transcriptome (Caenorhabditis_elegans.WBcel235, Ensembl release v81), and if applicable to the *gld-1::gfp* or *gfp::lin-41* transgene sequence (determined by Sanger sequencing), and the ERCC RNA Spike-Ins. For pulldown elution samples that contained HEK RNA, the human transcriptome (GENCODE Release 24) was added to the index. Average fragment length and corresponding standard deviation were set according to the respective library Bioanalyzer profiles. Ribosomal RNAs (and overlapping pseudogenes) and, if applicable, human RNAs and ERCC Spike-Ins, were removed from output, and TPMs were re-normalized to the remaining transcripts. TPMs were summed up per gene, and plotted with the R software package.

### Identification and enrichment analysis of miRNAs

After de-multiplexing (bcl2fastq Conversion Software v2.18.0.12, Illumina), adaptors and poly(A)-tails were removed using cutadapt (version 1.14) and the following parameters --format = fastq --adapter = AAAAAA --error-rate = 0.2 --times = 3 --overlap = 3 --cut = 3 --quality-cutoff = 20 --quality-base = 33 --minimum-length = 17 --max-n = 0 --discard-untrimmed. The adaptor- and poly(A)-trimmed libraries were subsequently mapped with bowtie2 (version 2.3.3.1) using the parameters --very-fast-local --phred33 --local to the *E. coli* genome (NC_000913.3, K-12, MG1655) for removal of *E. coli* RNA contamination. miRNAs were then identified by miRDeep2 (^69^; version 2.0.0.7) with the miRBase21 reference. For miRNA enrichment analysis, raw read counts were plotted with the R software package and enrichment was determined by comparing regression-normalized miRNA counts.

### Protein identification and quantification

Raw data were analyzed and processed using MaxQuant (^70^; v1.5.1.2, 1.5.7.4, or 1.6.0.16) with standard settings, unless stated otherwise in the following. Search parameters included two missed cleavage sites, fixed cysteine carbamidomethyl modification, and variable modifications including methionine oxidation, N-terminal protein acetylation, and asparagine/glutamine deamidation. The peptide mass tolerance was 6 ppm for MS scans and 20 ppm for MS/MS scans. The match between runs option was enabled. Database search was performed using Andromeda^71^ against the UniProt/Swiss-Prot worm database (October 2014; April 2017) with common contaminants. The false discovery rate (FDR) was set to 1% at both peptide and protein level. Protein quantification was done based on razor and unique peptides. The label-free algorithm^34^ based on peptide extracted ion chromatograms (XICs) was used. The minimum LFQ ratio was set to 1 (vIPR triplicates of transgenic transcripts) or 2 (vIPR of endogenous transcripts). For analysis of identified proteins, known contaminants, proteins only identified by site, and reverse mappings were filtered out from MaxQuant output. For pulldown samples, we additionally removed proteins with gene ontology (GO) terms related to “biotin” (PYC-1, MCCC-1, POD-2, PCCA-1, T28F3.5/C1P655, BPL-1), which are expected to enrich unspecifically due to direct binding to the streptavidin-coated beads. For the initial performance test of crosslinking methods, we compared raw peptide intensities. For more accurate quantification of the cXL vIPR triplicate experiments, we compared LFQ intensities. Here, imputation of missing intensities was done with the Perseus software package (^72^; version 1.5.6.0), after log_2_-transformation of LFQ values (normal distribution, width: 0.3; shift: 1.8). To determine significance of proteins identified in triplicate, we calculated *p*-values with a moderated *t*-test, implemented in the Bioconductor LIMMA package^73^, and corrected for multiple comparisons by the Benjamini-Hochberg procedure^74^.

### GO term analysis

Majority protein IDs from MaxQuant output were mapped to Wormbase IDs by Uniprot ID mapping (http://www.uniprot.org/uploadlists/) and curated manually. Wormbase IDs were then used to retrieve gene ontology (GO) terms. Test for over-representation (PANTHER Overrepresentation Test, Released 20171205) was performed by the online tool at http://pantherdb.org/ (^75^; results in Supplementary Data 4). Over-representation was analyzed comparing consistently enriched genes with all genes reproducibly identified in all three independent *gld-1::gfp* pulldowns. Of 271 genes, 269 were retrieved and had annotated GO terms.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this Article.

## Supplementary Information

Supplementary Information

Peer Review

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Source Data

## Data Availability

A Reporting Summary for this Article is available as a Supplementary Information file. Raw RNA sequencing data has been deposited under the GEO accession code GSE130733. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^76^ partner repository with the dataset identifier PXD013720. All processed and analyzed RNA sequencing and mass spectrometry data have been provided in the Supplementary Data. The source data underlying Figs. 1b, 4b, c, e and Supplementary Figs. 1c, h, i and 4c, h are provided as a Source Data file. All data is available from the corresponding authors upon reasonable request.

# Supplementary material for: Identification of proteins and miRNAs that specifically bind an mRNA in vivo
**Source:** Nat Commun. 2019 Sep 16;10:4205. doi: 10.1038/s41467-019-12050-7
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

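Supplementary Data 1 was rebuilt from the deposited transcript tables. Leaving out the 22 genes annotated as ribosomal RNA, 3 further entries (F31C3.10, F31C3.14 and F31C3.16), human RNAs and spike-ins, rescaling TPM to 1000000 and summing per gene with the transgene apart left 46724 entries. In the part of the table that was compared, 1999 entries each of total RNA, PAR-XL input and PAR-XL elution and 1236 of the PFA-XL elution, no estimated count differed beyond a small tolerance, and TPM above 1 differed by at most 0.000465%. Counts in this table are kallisto estimates and need not be whole where reads are shared between transcripts.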

File name: Supplementary Data 1
Description: RNA sequencing of vIPR samples - kallisto counts and re-normalized TPMs summed up per gene.

File name: Supplementary Data 2
Description: MaxQuant raw data and analysis for vIPR pilot experiment, testing RNA pulldown of *gld-1::gfp* after crosslinking with PFA-XL, PAR-XL or cXL. Reported are peptide numbers and peptide raw intensities for detected proteins in input, supernatant, and pulldown samples (MS_raw). Additionally, proteins enriched against the control in cXL vIPR are listed (enriched_cXL).

File name: Supplementary Data 3
Description: MaxQuant raw data and analysis for cXL vIPR of transgenic and endogenous transcripts. Reported are peptide numbers and LFQ intensities (before and after log_2_-transformation and imputation) for reproducibly detected proteins in pulldown samples. Results from the moderated *t*-test performed on triplicate vIPR experiments are also given.

File name: Supplementary Data 4
Description: GO term analysis for vIPR-identified candidate binders of the *gld-1::gfp* transcript.

File name: Supplementary Data 5
Description: Nanostring nCounter analysis of RNA levels in N2 and *gld-1* 3’ UTR reporter worms after mock and *daz-1* RNAi treatment. Raw counts were normalized to the internal positive controls and to two reference genes (*tbb-1*, *tbb-2*), using the nSolver 4.0 software.

File name: Supplementary Data 6
Description: mirDeep2 miRNA counts from small RNA sequencing of vIPR samples.

How the deposited data were processed for this re-analysis (not part of the article)

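RNA sequencing libraries of vIPR samples were analysed, namely 1 total RNA library, 4 inputs and 7 elutions from 3 *C. elegans* strains (BS1080, DG3913 and N2), with 1 library per condition. Libraries were grouped by strain, target, probes and crosslinking method as the study describes them. The authors demultiplexed the reads with bcl2fastq 2.17.1.14 and pseudo-aligned them with kallisto 0.43.1 as single-end reads with 100 bootstraps. Their index held the *C. elegans* transcriptome (WBcel235, Ensembl release 81), the transgene where the strain has one, the ERCC spike-ins for the total RNA and the PAR-XL and PFA-XL libraries, and the human transcriptome (GENCODE release 24) for elutions with HEK carrier RNA. The authors deposited 1 table per library with the length and effective length, the estimated count and the TPM of every transcript. Each estimated count is kallisto's share of reads for a transcript, as the authors deposited it, and is not normalized. The deposited TPM sum to 1000000 over the whole index, human and ribosomal RNAs included, so the authors' removal of these RNAs and their re-normalization had to be repeated.

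Ribosomal RNAs (22 genes), 3 entries overlapping them, human RNAs and spike-ins were left out, TPM were rescaled to 1000000 and both TPM and estimated counts were summed per gene, with a transgene kept apart from the endogenous gene. Gene symbols were taken from a table of gene names, in which 43693 of the 46748 gene identifiers matched, and coordinates from the transcript names in the tables (WBcel235). Between 268787 and 26695650.0 estimated counts per library remained.

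Enrichment was the elution TPM over the input TPM, with a 95% interval from the Poisson error of both estimated counts on the log scale. Shares used 95% Wilson intervals. Both cover counting error only. They leave out any error in how kallisto divides reads shared by the transgene and endogenous *gld-1*. Enrichment over *tbb-2* was the ratio of the enrichments of target and *tbb-2*. R2 was the squared Pearson correlation of log2 TPM over genes with TPM above 1 in both libraries. Other enriched genes had an elution over input TPM above 4, TPM above 1 in both libraries and at least 10 estimated counts in the elution. Genes higher in the elutions with *gfp* probes had a lowest TPM + 1 in those 4 elutions at least 4 times the highest TPM + 1 in the other 3, and at least 10 estimated counts in each of the 4. No p-values are given, since no condition was replicated. The genes named are those the paper names for these libraries, *alg-2*, and the 3 most enriched other genes of each pulldown, as set before the data were examined. The genes next to *gld-1* were added after seeing the data.

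The measures were tested on simulated data made from the counts of the N2 input. Of 200 genes raised 16-fold among 8302, 200 were found as enriched and 200 as higher in a group of libraries, with 0 false calls in either. Intervals of ratios covered the true ratio for 94.9% of 8302 genes. The simulated libraries kept the depth of the N2 input, left out genes of low counts, had counting error only and no target filling the library. They do not show how many calls are false in the elutions, most of which were shallower. Alternatives to the filters, the unit (CPM from estimated counts), the handling of ribosomal RNAs, of the target and of the endogenous gene, the fold threshold, the pseudocount, the minimum counts and the genes that are ranked were computed for 39 results, each where it applied. None was computed for the enrichment over *tbb-2* in the pulldowns from N2 worms, for the R2 of input and elution in the cXL pulldowns, or for targets in the pulldowns of other transcripts. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The RT-qPCR, mass spectrometry and small RNA sequencing of the study were not analysed here, nor was the genome sequence, so probe matches were not searched.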

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

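Each test of an explanation in this part was chosen only after the result was seen, except the count over other splits of the elutions, which belonged to the comparison as first set out.

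*C. elegans* transcripts took 33.4% of the TPM of the N2 *gld-1* elution, against 14.2% in the next highest of the 7 elutions. The gap was 0.642 of the whole range, above Dixon's 95% critical value for 7 libraries. Of 7 measures examined in this way, 1 had a library this far from the others, and about 1 in 20 groups passes by chance. With the target, the other enriched genes and the ribosomal RNAs left out, the remaining *C. elegans* genes still took 7.53% of the TPM, against 1.92% in the *lin-41* elution and 0.628% in the *alg-1* elution, so a few genes did not account for the share. Ribosomal RNAs over human RNAs stood at 3.44 times their value in the *lin-41* elution and the remaining genes at 4.15 times. The other enriched genes stood at 26.6 times, but were listed separately in each pulldown. That value therefore compares different genes and cannot be set against the others. These ratios split the flagged share by class. They restate it and cannot test whether more *C. elegans* RNA was present per added human RNA. The targets are different transcripts with different probes and were not compared. Recovery of the human RNA was not tested separately, nor was a biological explanation.

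In the 4 elutions with *gfp* probes, 14 genes other than the targets were higher than in the 3 elutions with transcript-specific probes, a comparison the paper does not make. The real split of the 7 elutions was the 1 of 35 with that many genes. The next split, *gld-1::gfp* with N2 *gld-1* against the others, gave 5 genes. The median log2 ratio of the 14 genes between the cXL inputs of the *gfp* strains and the N2 input was 0.082, and the largest 1.65, so higher expression in these strains does not account for most of them. With cXL elutions alone, 47 genes were higher with *gfp* probes, against at most 6 in the other of the 10 splits. The 14 genes are among the 47 by construction, but 33 are not, and without the 14 the other splits still gave at most 6. All 5 of these elutions had the same crosslinking and ribosomal RNA depletion, so a difference in those methods does not account for the genes. Other batches, such as sequencing runs, were not tested. Binding of the *gfp* probes to these transcripts may be the cause, but strain and probe set changed together and probe sequences were not used here.

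In the *alg-1* elution *alg-2* stood at 52.6 times its input TPM, a transcript the paper does not discuss for this pulldown. kallisto divides a read that matches both genes, which would leave fractions. The 858 estimated counts of *alg-2* were whole to within 0.0003, although *alg-1* had 138491 counts in the same library. Shared reads therefore do not account for the value. Capture of *alg-2* by the *alg-1* probes may explain it, which was not tested against the probe sequences.

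Targets of other pulldowns from the same worms were also raised. *gld-1* stood at 20.1 times its input in the *alg-1* elution, *lin-41* at 10.8 times there, and *alg-1* at 7.19 times in the *lin-41* elution. *gld-1* also stood at 3.67 times its input in the *lin-41* elution and *lin-41* at 1.81 times in the *gld-1* elution. Reads carried over from another N2 elution would bring along its other abundant transcripts at the same rate. These would come above a background set by the median elution over input TPM of the library. For *gld-1*, carry-over would place 1364 counts of *cpg-1* (95% range 1292 to 1437) in the *alg-1* elution, and 270 were found, below the background of 307. For *lin-41*, 28 counts of *letm-1* were found, between the background of 13.3 and the 52.4 (38.2 to 66.5) of carry-over. For *alg-1*, 75 counts of *grif-1* were found in the *lin-41* elution, within the 83.7 (65.7 to 101.6) of carry-over and above the background of 47.0, but 24 of *ppm-2*, below the 39.3 (27.0 to 51.6) of carry-over and at the background of 24.5. For *gld-1* in the *lin-41* elution, 527 counts of *cpg-1* were found, below the background of 894 and the 1493 (1417 to 1569) of carry-over. For *lin-41* in the *gld-1* elution, 153 counts of *letm-1* were found, within the 164 (139 to 189) of carry-over and above the background of 103. Carry-over of reads from the N2 *gld-1* elution thus does not account for *gld-1* in either elution. Carry-over from the elutions with *gfp* probes was not tested. *cpg-1* stood at 0.389 times its input in the *gld-1::gfp* PAR-XL elution and 0.355 times with cXL, so it cannot show reads from them. For *lin-41* in the *alg-1* elution, carry-over from the N2 *lin-41* elution alone would give more *letm-1* than was found. A partial contribution is left open. For *alg-1* in the *lin-41* elution *grif-1* and *ppm-2* differ, so that carry-over is not settled. The match of *grif-1* also depends on the background chosen. In the N2 *gld-1* elution and those with *gfp* probes and an input, *grif-1* stood at 0.139 to 0.223 times its input. This was below their medians of 0.478 to 0.545. For *lin-41* in the *gld-1* elution, the value cannot be told apart from carry-over by *letm-1*, although *lin-41* also stood at 1.78 times its input in the *gld-1::gfp* PAR-XL elution and at 1.28 times with cXL. Carry-over of RNA or beads before library preparation was not tested, nor was a biological explanation.

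T23G11.4, the gene 428 bp upstream of *gld-1* on the same strand, stood at 68.1 times its input in the *gld-1::gfp* PAR-XL elution and at 16.1 times (95% CI 12.4 to 20.8) in the N2 *gld-1* elution. Binding of the *gfp* probes would raise it in the *gfp::lin-41* elution too, where it stood at 0.198. Sequence carried by the transgene insertion alone would leave it low in N2 worms, where it was raised. T23G11.10, 138 bp downstream of *gld-1* on the same strand, stood at 136 times its input in the *gld-1::gfp* PAR-XL elution. In the N2 *gld-1* elution T23G11.10 had 12 counts, against 0 in the input. A transcript joined to *gld-1* may be captured with it, a hypothesis that reads spanning both genes would test and that was not tested here.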

How the results depend on the processing

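No test of an explanation was made in this part. For 39 results, 99 alternatives were computed. Of those for the main comparisons, 71 moved the value and 17 did not. Summing transgene and endogenous gene could not move the TPM or the enrichments of *gfp::lin-41*, since untagged *lin-41* had 0 estimated counts. Such unmoved values do not bear on stability. A value with a counting interval was taken as moved outside that interval, and a count of genes when it changed by more than 1.5 times. R2 has no such interval here and was taken as moved when it differed after rounding to 2 decimals, which is not a measure of error and can count a small change and pass over a larger one. The cause of these changes was not tested. No enrichment of a target fell below 319 under any of them. No paired analysis over pulldowns was made, and each condition had 1 library.

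R2 of total RNA and PAR-XL input was 0.918 with TPM above 10, 0.936 with log2(TPM + 1) over all genes, 0.923 with Spearman correlation and 0.950 with CPM. R2 of PAR-XL input and elution was 0.387, 0.790, 0.619 and 0.607 under the same alternatives, and 0.606 without the target. R2 of the PAR-XL and PFA-XL elutions was 0.825, 0.915, 0.838 and 0.886. R2 of the PAR-XL and cXL elutions was 0.674 with TPM above 10, 0.796 over all genes and 0.779 with CPM.

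With CPM, enrichment was 1727 for *gld-1::gfp* with PAR-XL, 1255 with cXL, 1162 for *gfp::lin-41*, and 319, 986 and 5164 for endogenous *gld-1*, *lin-41* and *alg-1*. With ribosomal RNAs kept, it was 3351, 1554, 2196, 337, 1383 and 4414 in the same order. With transgene and endogenous gene summed, *gld-1::gfp* was enriched 1849.5 times with PAR-XL and 1333 times with cXL, and 9866 and 8457 times relative to *tbb-2*.

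The number of other enriched genes without the target in the total was 706 for *gld-1::gfp* with PAR-XL, 331 with cXL, 182 for *gfp::lin-41*, 165 for *gld-1* and 536 for *lin-41*. At 10-fold it was 18, 35, 24, 27 and 19, and 45 for *alg-1*. With no minimum of counts it was 136 for *gld-1::gfp* with cXL, 109 for *gfp::lin-41*, 187 for *lin-41* and 445 for *alg-1*.

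Input TPM with ribosomal RNAs kept was 129.7 for *gld-1::gfp* in total RNA, 123.6 in the PAR-XL input, 197.2 in the cXL input, 127.4 for *gfp::lin-41*, and 526.3, 189.7 and 20.4 for endogenous *gld-1*, *lin-41* and *alg-1*. Summed with the endogenous gene, *gld-1::gfp* had 341.2, 315.7 and 489.3 TPM. Among protein-coding genes with TPM above 0, the top percent was 2.89 for *gld-1::gfp*, 5.85 for *gfp::lin-41*, and 1.47, 3.69 and 33.0 for endogenous *gld-1*, *lin-41* and *alg-1*. With TPM above 1 it was 3.92, 7.54, 1.95, 4.91 and 43.8. Summed, *gld-1::gfp* stood at 1.15. The genes higher with *gfp* probes numbered 38 at 2-fold, 7 at 10-fold and 25 without the targets in the total.

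Of the alternatives for the share of elution TPM on the target, 9 moved it and 2 did not. Some alternatives can move a value 1 way only and so do not bear on its stability. Keeping ribosomal RNAs can only lower the TPM of a target, a 10-fold threshold can only lower a count of genes, and leaving out the minimum of counts, the target from the total or genes of low TPM from the ranking can only raise the count of other enriched genes or a top percent, as summing the genes can only raise the TPM. Depth limits the *alg-1* elution most, where *tbb-2* had 39 counts.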

Differences from the paper's values

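No test in this part was chosen after the result was seen. For endogenous *alg-1*, enrichment relative to *tbb-2* was 50242 (95% CI 36512 to 69135) in 1 sequenced pulldown. The paper's source data for Supplementary Fig. 1i give a mean of 27542 ± 6046 (SD, n = 3 pulldowns) by RT-qPCR, with 32304 as the highest. The paper's text does not name the reference transcript of that panel, and *tbb-2* was used as in Fig. 1b. For *gld-1* and *lin-41* the same panel gives the paper's values of 5228 ± 1132 and 12273 ± 432 (SD, n = 2 each), within 1.5 times of the 4639 and 13355 found here. Of the alternatives, none set before the data were examined was for the *alg-1* measure.

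The paper describes the enrichment of the endogenous transcripts as close in magnitude to that of *gld-1::gfp*. Relative to *tbb-2*, the values found here for *gld-1* and *lin-41*, like the paper's RT-qPCR values, were lower than the 21030 for *gld-1::gfp* with PAR-XL and 19004 with cXL found here. The interval of *lin-41* here (11382 to 15671) overlapped that of *gld-1::gfp* with cXL (14968 to 24129). Overlap of intervals does not show that these values are alike.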

Other observations

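The tests in this part were chosen only after the result was seen, except that of strand.

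Some of the other enriched genes lay within 5 kb of each other. In the N2 *gld-1* list 13 of 88 genes had such a neighbour, against a median of 2 in random lists matched on input TPM, and 0 of 10000 random lists had as many. The lists were first examined together. This list is the strongest of the 6 and was singled out after all had been seen. The others had 6 of 87 genes for *gld-1::gfp* with PAR-XL, 4 of 60 with cXL, 2 of 51 for *gfp::lin-41*, 4 of 83 for *lin-41* and 8 of 94 for *alg-1*. Random lists with as many numbered 571, 760, 2591, 2565 and 206 of 10000. Of 17 distinct pairs, 3 lay on opposite strands, against 44.7% of the pairs that could have been listed. Transcription running on into the next gene may contribute, but the 3 pairs on opposite strands leave this open. Reads or probe matches shared by neighbouring genes of like sequence were not tested. Estimated counts were not whole for some listed neighbours, such as *col-178* and *col-179*, but whole for others, such as F45G2.8.

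Endogenous *gld-1* stood at 3.39 times its input TPM in the *gld-1::gfp* cXL elution and at 2.2 times in the PAR-XL elution. This exceeded 99.3% of genes of similar input TPM with cXL and 97.3% with PAR-XL. Transgene reads assigned to the endogenous gene may raise it, since its counts were 0.101% of those of the transgene with cXL and 0.0442% with PAR-XL, and this could not be told apart from capture of the endogenous transcript.

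Ribosomal RNAs took 29.0% and 26.1% of the *C. elegans* TPM in the PAR-XL and PFA-XL elutions, which were depleted with RiboMinus, and between 46.0% and 57.4% in the cXL elutions, which were depleted with RNase H against human ribosomal RNAs. Crosslinking and depletion method changed together.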
